# A shared Runx1-bound *Zbtb16* enhancer directs innate and innate-like lymphoid lineage development

**DOI:** 10.1038/s41467-017-00882-0

**Published:** 2017-10-16

**Authors:** Ai-Ping Mao, Isabel E. Ishizuka, Darshan N. Kasal, Malay Mandal, Albert Bendelac

## Abstract

*Zbtb16*-encoded PLZF is a signature transcription factor (TF) that directs the acquisition of T-helper effector programs during the development of multiple innate lymphocyte lineages, including natural killer T cell, innate lymphoid cell, mucosal-associated invariant T cell and γδ lineages. PLZF is also essential in osteoblast and spermatogonial development. How *Zbtb16* itself is regulated in different lineages is incompletely understood. Here, by systematic CRISPR/Cas9-assisted deletions of chromatin accessible regions within the *Zbtb16* locus in mouse, we identify a critical enhancer controlling PLZF expression exclusively in innate lymphoid lineages. Multiple sites within this enhancer express canonical motifs for the TF Runx1, which is essential for the development of these lineages. Notably, some regulatory sites control the kinetic rather than the overall level of PLZF expression. Thus, our comprehensive, unbiased analysis of regulatory elements in vivo reveals critical mechanisms of *Zbtb16* regulation shared between innate and innate-like lymphoid lineages.

## Abstract (web summary)

*Zbtb16*-encoded transcription factor PLZF directs the differentiation of multiple innate and innate-like cell lineages, but how *Zbtb16* itself is regulated remains unclear. Here the authors show, using CRISPR gene editing, ATAC-seq and ChIP-seq, that specific Runx1-bound enhancer elements critically modulate lineage-dependent expressions of PLZF.

## Introduction

A hallmark of innate and innate-like lymphocytes is their acquisition of T-helper effector programs during development, independent of exogenous stimuli or exposure to infection^1–4^. In the bone marrow, a common innate lymphoid cell precursor (ILCP) gives rise to ILC1, ILC2 and ILC3 lineages expressing T-helper 1, Th2 and Th17 programs directed by T-bet, GATA3 and RORγt, respectively. Likewise, in the thymus, a common CD1d-restricted Vα14-Jα18 expressing thymic natural killer T cell (NKT) precursor gives rise to NKT1, NKT2 and NKT17 subsets. The acquisition of these innate helper effector programs depends on the specific induction of the signature transcription factor (TF) PLZF encoded by *Zbtb16* ^5, 6^, which directly binds and regulates key effector genes involved in lymphocyte migration, adhesion, costimulation, cytokine signaling as well as genes encoding master TFs controlling the T-helper programs^7^.

PLZF is not expressed in conventional lineages, whether resting or activated, indicating tight lineage-specific control of expression^8^. In the ILC lineage, PLZF is transiently expressed at the ILCP stage^9^, capping a partially defined sequence of TFs that are critically involved in early ILC development from a common lymphoid precursors (CLP) precursor, including *Nfil3*, *Tox*, *Tcf7* and *Id2*. How these TFs are induced in the first place and their potential interconnections remain poorly understood^10–12^. Furthermore, which of these or other TFs contribute to *Zbtb16* induction has not been defined.

In the NKT lineage, PLZF induction is dependent on Vα14-Jα18 TCR signaling elicited by recognition of CD1d-lipid ligands on thymocytes in the context of homotypic Slamf receptor engagement^1^. These signals result in elevated and sustained level of NFAT-induced Egr2, which directly activates the *Zbtb16* promoter^13, 14^. Other innate-like lymphoid lineages such as MR1-restricted Vα19-Jα33 mucosal-associated invariant T cell (MAIT) cells^5, 15^ and Vγ1/Vδ6 γδT cells^16^ also depend on the specific expression of PLZF during their development, likely through similar TCR-induced signals which remain to be studied.

Thus, PLZF appears to be broadly involved in the development of innate and innate-like T cells and their divergence from conventional lymphocytes. Furthermore, PLZF is also critically involved in some non-haematopoietic developmental processes, including limb patterning and spermatogonial self-renewal^17, 18^, raising intriguing issues regarding the mechanisms underlying this regulation of PLZF in multiple lineages. Cis-regulatory elements located in the non-coding regions of gene loci (termed enhancers) represent a major component of lineage-specific gene regulation^19^, but the potential function of enhancers in controlling PLZF expression has not been investigated.

To characterize the regulatory elements controlling PLZF expression during ILC and NKT precursor development, here we employ a systematic approach based on ATAC-seq^20^ to identify chromatin accessible regions in the *Zbtb16* locus of these lineages, and CRISPR/Cas9^21^ deletions to evaluate their individual impact on gene expression. By computational motif analysis, chromatin immunoprecipitation and conditional gene deletion, we identify the TFs bound to these regulatory elements. Our study reveals a shared lymphoid-specific enhancer essential for the induction of PLZF in both innate and innate-like lymphoid lineages and suggests a critical function of Runx1 in activating this enhancer.

## Results

### Chromatin accessibility at the *Zbtb16* locus

To define regions of chromatin accessibility, we performed ATAC-seq analysis of freshly isolated NKT thymopcytes and bone marrow ILCP. 

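ATAC-seq, in which a transposase cuts and tags accessible chromatin, gave 9 libraries, 2 each from CD4SP thymocytes, NKT thymocytes and bone marrow ILCP and 3 from bone marrow CLP. The authors aligned reads of 50 bp to the mm10 mouse genome with bowtie, allowing 2 mismatches, called peaks with MACS in each library by itself, and deposited the position of each peak with the peak caller's score. The lowest score was 120 in every library, and scores were used only to rank the peaks within a library. The paper's methods state a range of reads for the libraries as a whole, and the deposited peak lists do not give the number of each, so the depth behind a peak is not known, and a missing peak means only that none was called. CD4SP replicate 1 held 33648 peaks with a median width of 925 bp and replicate 2 held 37909 with a median of 989 bp. NKT replicate 1 held 34701 peaks (median 879 bp) and replicate 2 held 38793 (median 967 bp). The 3 CLP libraries held 19343, 41535 and 40136 peaks, with median widths of 874, 1035 and 1033 bp. ILCP replicate 1 held 26328 peaks (median 820 bp) and replicate 2 held 25771 (median 813 bp). Overlapping peaks of the 9 libraries, sharing at least 1 bp, were merged into 71400 intervals, and a library was counted as open in an interval when at least 1 of its peaks overlapped it. The share of intervals open in both libraries of a pair, among those open in either, was 0.747 for the CD4SP replicates, 0.736 for NKT, 0.723 for ILCP and 0.806 for CLP replicates 2 and 3. It was 0.446 and 0.461 for CLP replicate 1 with replicates 2 and 3, while 99.1% and 98.8% of the intervals open in CLP replicate 1 were also open in those libraries.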

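The segment was taken from the first to the last base of the 8 regions whose deletions are listed in Supplementary Table 1, which spans 209829 bp of chromosome 9 in mm10, from 48645074 to 48854902. It contains *Zbtb16* (ENSMUSG00000066687.5, on the minus strand from 48836222 down to 48654297 in the GENCODE M21 annotation), and distances were counted from the transcription start site of its 7-exon transcript at 48835945. Within the segment, 13 peaks were called in NKT replicate 1 and 12 in replicate 2, covering 10887 and 10940 bp. In ILCP, 7 and 9 peaks were called, covering 7209 and 8316 bp. Each CD4SP library had 3 peaks in the segment, over 2320 and 2614 bp. The CLP libraries had 0, 7 and 2 peaks, over 0, 5584 and 1588 bp. Merging the peaks of all 9 libraries left 23 separate intervals.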

Numerous ATAC-seq peaks were called by magnetic-activated cell sorting (MACS) software analysis along a ~200 kb segment encompassing the *Zbtb16* locus (Fig. 1a). The peaks were particularly abundant in intron 2 and often grouped in clusters. They were mostly present in thymic NKT or bone marrow ILCP, both of which express PLZF, and were less frequent in control CD4 single positive thymocytes (CD4SP) or CLP, which do not express PLZF.

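Intron 2 of *Zbtb16*, from 48743562 to 48831742, is 88181 bp long and makes up 42% of the segment by length. Of the 23 merged intervals, 13 had their midpoint in intron 2. Among the intervals open in both NKT libraries, 6 of 9 (66.7%) lay in intron 2 (exact binomial test against its length share, two-sided, p = 0.179), and among those open in both ILCP libraries 5 of 7 did (71.4%, exact p = 0.139). For CD4SP the number was 1 of 3 (33.3%, exact p = 1), and no interval was open in all CLP libraries. The share was above the length share in NKT and ILCP and below it in CD4SP. None of these tests reached p under 0.05, and with so few intervals they do not exclude an excess. Counting the intervals open in any replicate lowered the share to 50% in NKT (8 of 16, exact p = 0.615) and to 55.6% in ILCP (5 of 9, exact p = 0.506). In CLP it was then 57.1% (4 of 7, exact p = 0.464), and in CD4SP it did not change. Neighbouring intervals were separated by a median gap of 3558 bp, and the widest gap was 45038 bp. Of the 22 gaps, 10 were shorter than 3 kb, against a mean of 6.85 when intervals of the same 23 widths were placed at random in the segment 10000 times without overlap (one-sided permutation test for more, p = 0.0745). When intervals of the median width were placed with overlaps allowed, which merged intervals cannot have, the mean was 7.77 (p = 0.173, one-sided permutation test).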

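The mean number of peaks in the segment was 12.5 ± 0.707 in NKT (SD, n = 2 libraries) and 3 ± 0 in CD4SP (n = 2), a difference of 9.5. Each NKT library had more peaks than each CD4SP library, although 2 libraries against 2 cannot go below p = 0.333, the value obtained (exact permutation test, two-sided). In the bone marrow, the mean was 8 ± 1.41 in ILCP (SD, n = 2) and 3 ± 3.61 in CLP (n = 3), a difference of 5 (exact permutation test, two-sided, p = 0.3, where the smallest possible is 0.1). CLP replicate 2 had as many peaks as ILCP replicate 1, so the bone marrow groups overlapped. The sum of both differences was 14.5, and a sum as large in either direction was given by 3 of the 60 arrangements of the labels within the tissues (exact permutation test, two-sided, p = 0.05, smallest possible 0.0167). Per 10,000 peaks of the library, the NKT libraries had 3.75 and 3.09 peaks in the segment and the CD4SP libraries 0.892 and 0.791, while the ILCP libraries had 2.66 and 3.49 and the CLP libraries 0, 1.69 and 0.498. The alternative that moved the summed count most kept the higher-scoring 50% of each library's peaks and gave a sum of 7 (exact permutation p = 0.0167, two-sided). With the 19343 highest-scoring peaks of every library, the difference between NKT and CD4SP fell to 1.5 peaks and that between ILCP and CLP rose to 8. That cut removed 84% of the NKT segment peaks and 83.3% of the CD4SP ones, so the thymic difference would fall whatever its cause. In the bone marrow it removed 100% of the CLP segment peaks and 0% of the ILCP ones, so the rise came from CLP falling to 0. With 33648 peaks in each thymic library, a setting chosen after the results had been seen, the thymic difference was 9. By merged interval, 14 of the 23 were open in at least 1 NKT or ILCP library and in no control library, 3 only in CD4SP or CLP libraries and 6 in both kinds. From differences of this kind between the profiles of NKT and CD4SP and of ILCP and CLP, the paper chose the clusters of peaks that were deleted by CRISPR/Cas9.

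**Figure D1:**
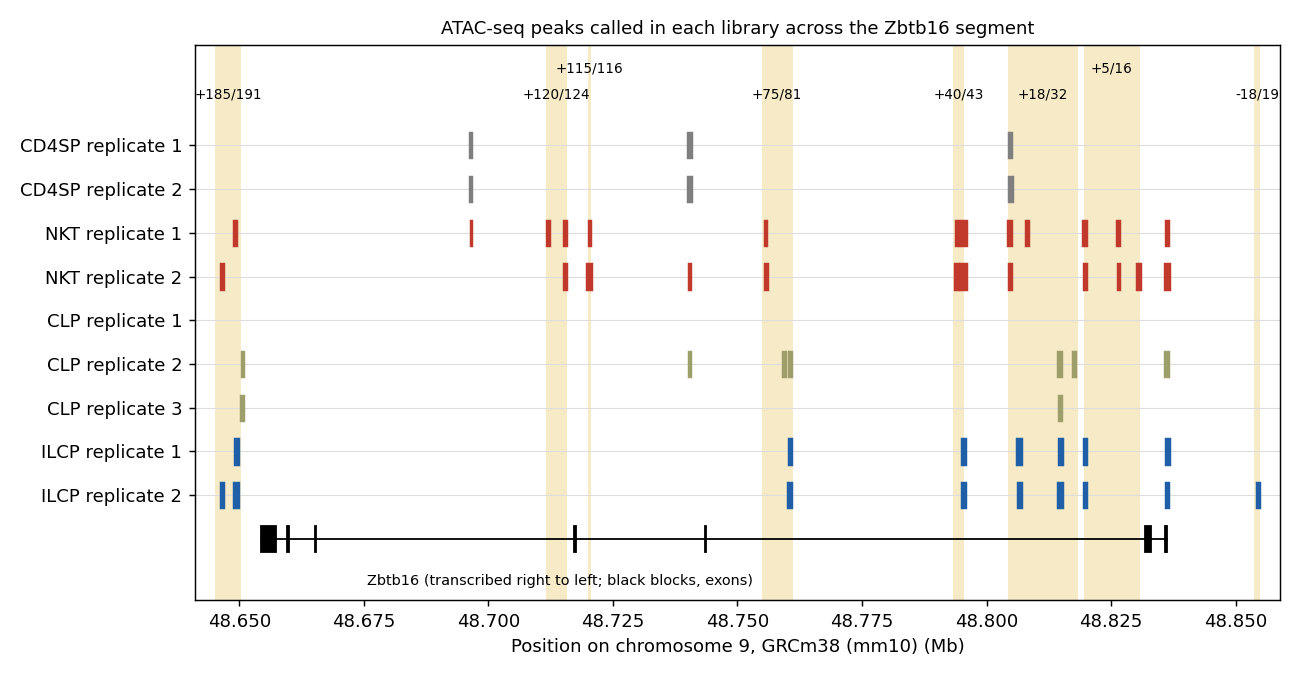
Peaks called in each of the 9 ATAC-seq libraries (rows) along chromosome 9 (horizontal axis, Mb in mm10), with the 8 deleted regions shaded and the exons of *Zbtb16* as black blocks at the bottom. The NKT rows hold 13 and 12 peaks and the CD4SP rows 3 each, and the row of CLP replicate 1 is empty.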

**Fig. 1:**
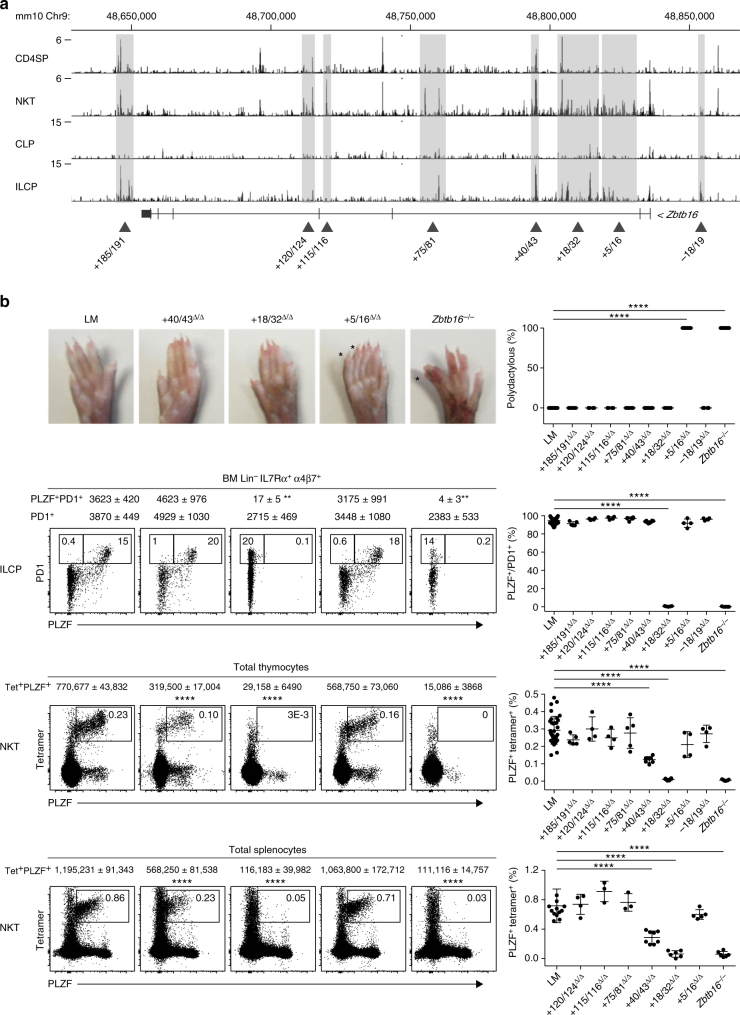
Global functional analysis of the *Zbtb16* locus by ATAC-seq and CRISPR/Cas9. **a** ATAC-seq profiles of the *Zbtb16* locus in CD4SP and NKT thymocytes, and in CLP and ILCP bone marrow cells. Shaded areas highlight clusters of peaks selected for CRISPR/Cas9 deletion based on differences in profiles between NKT vs CD4SP or ILCP vs CLP. Data are representative of two to three biological replicates. **b** *Top row* Hindlimb autopods of mice carrying different genomic deletions as indicated; extra digits or homeotic transformations of digits are labeled by an *asterix* and the frequency of mice with digit abnormalities is shown in the summary plot. *Second row* FACS analysis of PLZF and PD1 expression by BM Lin^-^IL7Rα^+^α4β7^+^ cells from mice carrying indicated CRISPR/Cas9 deletions; absolute numbers (mean ± S.E.M.) of ILCP (PD1^+^) and PLZF-expressing ILCP (PLZF^+^PD1^+^) are indicated on top of the FACS panels; the percentage of PLZF expression by ILCP is compiled in the summary scatter plot. *Bottom two rows* FACS analysis of CD1d-αGalCer tetramer and PLZF staining among total thymocytes and splenocytes of mice carrying indicated deletions; absolute numbers (mean ± S.E.M.) of NKT (CD1d-αGC Tetramer^+^PLZF^+^) and percentages are indicated on top of the FACS panels and in the summary scatter plots respectively. Summary data are pooled from 15 separate experiments, with a total of 4–42 mice in each group. Statistical analysis was performed using one-way ANOVA for multiple comparisons to WT littermate controls (LM). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

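An interval was called specific to a cell type when every library of that type had a peak in it and no library of the compared type did. Against CD4SP, 8 intervals of the segment were specific to NKT and 0 to CD4SP. Across the genome, 3073 intervals were specific to NKT and 2470 to CD4SP, or 55.4% to NKT (exact binomial test of the segment against this share, two-sided, p = 0.0105). The intervals of the segment are neighbours called in the same 2 NKT and 2 CD4SP libraries and are not independent. This p-value therefore describes these libraries and does not measure the spread between replicates. The NKT-specific intervals were at 48714906–48715797, 48719695–48720776, 48755290–48756048, 48793474–48794398, 48794564–48796034, 48819263–48820243, 48826056–48826884 and 48835683–48836788. Their number fell to 2 when an equal number of the highest-scoring peaks was taken from every library, which left CD4SP replicate 2 without a peak in the segment. Against CLP, 4 intervals were specific to ILCP and 0 to CLP, with 4524 and 4266 across the genome, or 51.5% to ILCP. Since CLP replicate 1 had no peak in the segment, no interval there could be specific to CLP by this rule, and the test of these counts (exact binomial, two-sided, p = 0.126) decides nothing. When 2 of the 3 CLP libraries were enough, 1 interval, at 48650177–48651028, was specific to CLP. With the equal number of peaks, which left no CLP peak in the segment, there were 7 ILCP-specific intervals. The ILCP-specific intervals were at 48648698–48650032, 48794564–48796034, 48806011–48807206 and 48819263–48820243, so 2 intervals, in the +40/43 and +5/16 regions, were specific in both comparisons. In the interval of +40/43, the peak with the highest score ranked in the upper 10.3% and 12.7% of the peaks of the NKT libraries and in the upper 17.4% and 17% of those of the ILCP libraries. The interval at 48835683–48836788 covers the transcription start site of *Zbtb16* and was also open in both ILCP libraries and in CLP replicate 2.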

### CRISPR/Cas9-mediated deletions of ATAC-seq peaks

For a first round of CRISPR/Cas9 deletions, the specific ATAC-seq peaks were grouped into eight transposase hypersentivity regions that together covered most of the individual ATAC peaks, as indicated in Fig. 1a. These regions ranged in size between 1 and 15 kb, and were designated by their position with respect to the transcription start site, including + 185/191, + 120/124, + 115/116, + 75/81, + 40/43, + 18/32, + 5/16 and −18/19. Each of these eight regions was deleted by the CRISPR/Cas9 method in B6 mouse zygotes microinjected with flanking pairs of single-guide RNAs. 

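The 8 regions add up to 44930 bp, or 21.4% of the segment. Of the 23 merged intervals, 19 had their midpoint inside 1 of the regions (82.6%) and 20 overlapped a region by at least 1 bp. Of the 10 intervals specific to NKT or ILCP, 9 lay inside the regions (90%, Wilson 95% confidence interval 59.6 to 98.2%, counting error only), more than their length share (exact binomial test, two-sided, p = 7.64e-06). The regions were chosen from these same libraries, so this test compares the choice with the calls and is not independent of them. The interval outside was the one over the transcription start site.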

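By the coordinates in Supplementary Table 1, the regions measured 5349 bp (+185/191), 4309 bp (+120/124), 545 bp (+115/116), 6169 bp (+75/81), 2150 bp (+40/43), 13873 bp (+18/32), 11284 bp (+5/16) and 1251 bp (−18/19). The annotation places +75/81, +40/43, +18/32 and +5/16 in intron 2, +115/116 in intron 3 and +120/124 in intron 4, with +185/191 downstream and −18/19 upstream of the gene. Peaks in +5/16 and in +40/43 were called in all 4 NKT and ILCP libraries and in 0 of the 5 CD4SP and CLP libraries (exact permutation test within tissues, two-sided, p = 0.0167 for each, and 0.0667 after Benjamini-Hochberg adjustment over the 8 regions). For +5/16 this did not hold with the equal number of peaks (exact p = 0.1). Region +75/81 had peaks in 4 of 4 and 1 of 5 libraries (exact p = 0.0667, adjusted 0.178), +185/191 in 4 and 2 (exact p = 0.167), and +18/32 in 4 and 4 (exact p = 1). For +185/191 the exact p was 0.0167 when only peaks with their midpoint in the region were counted. Peaks in +115/116 and +120/124 were called in both NKT libraries and in no other library (exact p = 0.333 for each), and −18/19 had a peak in ILCP replicate 2 alone (exact p = 0.4). With peaks counted by overlap, no region had an adjusted p under 0.05, and 2 had an unadjusted p under 0.05. With peaks counted by midpoint, 3 had an adjusted p under 0.05. The regions were selected on differences between these same libraries, so these p-values are not independent of the selection.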

Mice carrying homozygous deletions were examined after at least five backcrosses to B6 mice if the deletion was associated with a developmental phenotype, and at least two backcrosses in the absence of apparent phenotype. To assess phenotypic alterations in NKT and ILC lineage development, we directly examined the level of expression of PLZF and associated changes in precursor frequencies by flow cytometry of thymus and bone marrow cells, respectively. For skeletal phenotypes, we scored the presence of hindlimb autopod and zygopod abnormalities, namely ectopic or homeotically transformed digits and fibulation of tibia, as described^18^. For each genomic region, homozygous deletion mutants (Δ/Δ) were compared with WT ( + / + ) littermates and with mice carrying a deletion of *Zbtb16* exon 2 (*Zbtb16* ^−/−^ mice).

Mice lacking segment + 5/16 exhibited morphological defects in hind limbs, including extra or homeotically transformed digits (Fig. 1b, top row) and fibulation of tibia (Supplementary Fig. 1), that are characteristic of previously described coding mutations of *Zbtb16* ^18^. In contrast, PLZF expression and cell frequencies were unaltered in bone marrow ILCP, identified by their Lin^-^ IL7Rα^+^ α4β7^+^ PD1^+^ phenotype, and in thymic and splenic NKT, identified by CD1d-αGalCer tetramer staining (Fig. 1b, bottom rows).

In mice carrying the adjacent + 18/32 deletion, the opposite phenotype was observed. These mutant mice lacked skeletal abnormalities, but had complete abrogation of PLZF expression, both in bone marrow ILCP and in thymic and splenic NKT (Fig. 1b). As a consequence, NKT thymocytes and splenocytes were massively decreased and ILCP were modestly decreased both in frequency and in absolute numbers, similar to *Zbtb16* ^−/−^ mice. Interestingly, expression of PLZF by γδ and MAIT thymocytes was also abolished (Supplementary Fig. 2). Another region, + 40/43, was associated with decreased NKT cell frequency, although the defect was less severe than + 18/32.

Mice carrying the other genomic deletions, including + 185/191, + 120/124, + 115/116, + 75/81 and −18/19 failed to exhibit lymphoid or skeletal developmental phenotypes (Fig. 1b).

Altogether, this systematic deletion analysis of the chromatin accessible regions specifically associated with bone marrow ILCP or NKT thymocytes indicates the presence of a limited number of regulatory regions controlling *Zbtb16* expression during the development of innate lymphoid lineages, and their clear separation from regions involved in the regulation of other developmental processes, such as limb patterning.

### NKT phenotypes in the + 18/32 and + 40/43 deletion mutants

Because PLZF levels vary considerably during different stages of normal NKT cell development^5, 6^, we performed a detailed examination of NKT thymocytes in mutant mice carrying the + 18/32 deletion, where the NKT cell defect is complete, and in the + 40/43 deleted mice, where the NKT cell defect is partial. After MACS-enrichment using CD1d-αGalCer tetramers, we could zoom in on the rare residual NKT thymocytes of + 18/32^Δ/Δ^ mice and show that they were arrested at the CD44^−^ NK1.1^−^ CD24^−^ stage 1 (Fig. 2a), similar to the previously described defect in *Zbtb16* ^−/−^ mice^5, 6^. We also examined the earliest CD44^−^ NK1.1^−^ CD24^hi^ developmental stage 0 cells^22^, which are normally present at very low numbers of around 300 cells per thymus and represent the stage where PLZF is first induced. Whereas, in WT littermates, ~30% of stage 0 cells expressed a high level of PLZF, expression was totally abrogated after deletion of + 18/32. Thus, the NKT developmental defect associated with the + 18/32 deletion is identical to the reported defect of *Zbtb16* ^−/−^ mice.

**Fig. 2:**
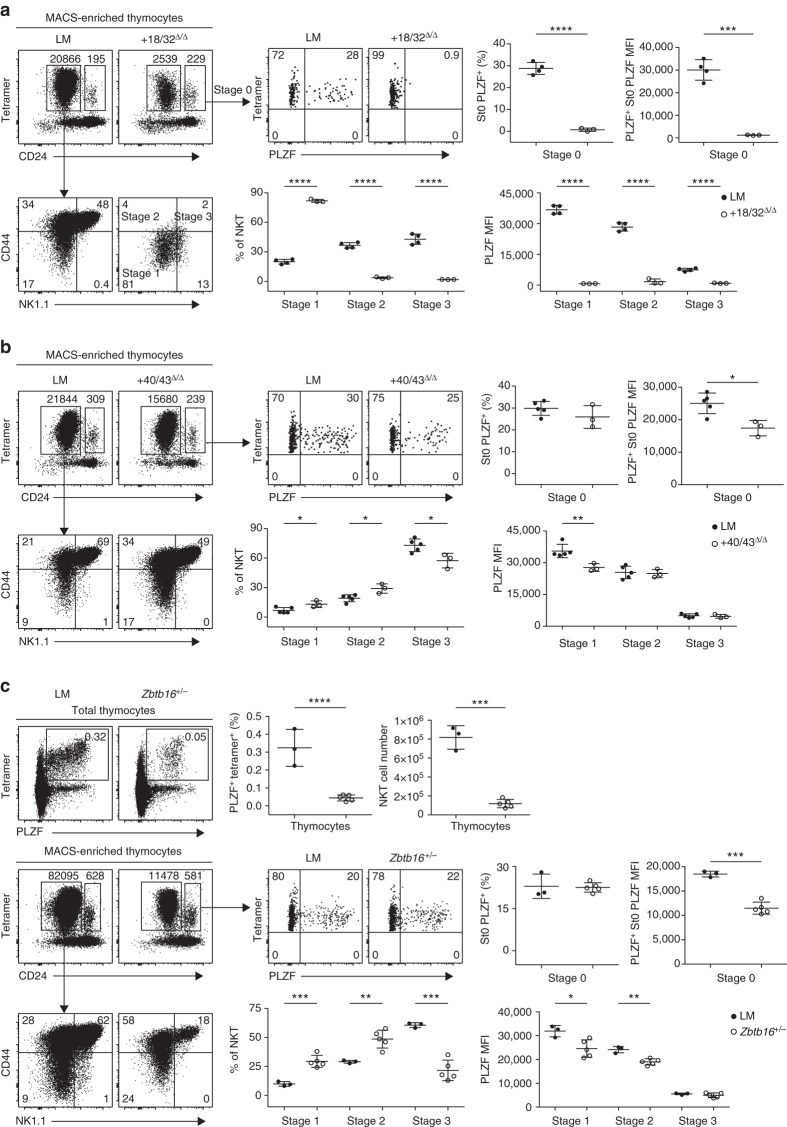
NKT phenotype of + 18/32 and + 41/43 deletions. **a** FACS analysis of CD1d-αGalCer-tetramer^+^ MACS-enriched NKT thymocytes in mice carrying the + 18/32 deletion compared with WT littermates (LM) mice. Stage 0 NKT (gated as Tetramer^+^ CD24^high^) are analyzed for PLZF expression (*upper panels*). Tetramer^+^ CD24^low^ NKT are stained for CD44 and NK1.1 to identify stages 1–3 and determine their percentages and PLZF mean fluorescence intensity (MFI) (*bottom row*). Summary data are combined from two independent experiments, with a total of three to four mice in each group. **b** FACS analysis of NKT developmental stages and PLZF levels in mice carrying the + 40/43 deletion compared with WT littermate (LM). Data are combined from two independent experiments, with a total of three to five mice in each group. **c** FACS analysis of NKT thymocytes in *Zbtb16* ^+/−^ mice. Two-tailed Student’s *t*-test was performed for statistical analysis. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

In + 40/43^Δ/Δ^ mice, a modest ( ~ 20–40%) but statistically significant defect in PLZF mean fluorescence intensity was observed in both stage 0 (*P* = 0.015; Student’s *t*-test) and stage 1 (*P* = 0.0084; Student’s *t*-test) cells, while later stages 2 and 3 NKT cells expressed similar levels of PLZF as wild type (Fig. 2b). This altered pattern of expression resulted in a partial block of NKT development, particularly visible at the stages 2 to 3 transition. These findings, which were confirmed in multiple independent experiments (Supplementary Fig. 3), indicate that NKT levels are exquisitely sensitive to modest changes in PLZF expression at early stages of development. This conclusion is in line with the similar NKT developmental defect observed in *Zbtb16* ^+/−^ heterozygous mice (Fig. 2c and Supplementary Fig. 3). In contrast with the NKT defect, the ILCP of + 40/43^Δ/Δ^ mice did not have alterations of PLZF expression (Fig. 1b), suggesting that + 40/43 specifically regulates NKT but not ILC development.

### Dissection of the + 18/32 region

To further characterize the precise regulatory elements regulating ILCP and NKT development within the + 18/32 region, we generated five deletion mutants spanning this entire segment (Fig. 3a). Only one region, + 21/23, appeared to exert strong control on PLZF expression in ILCP and NKT cells (Fig. 3b). Indeed, mice carrying a deletion of + 21/23 exhibited undetectable PLZF expression in ILCP, similar to the larger + 18/32 deletion examined previously. In NKT thymocytes and splenocytes, the defect associated with the + 21/23 deletion was partial and did not fully recapitulate the + 18/32 deletion, suggesting the presence of additional ‘subthreshold’ regulatory elements that complement + 21/23. One such regulatory element may be encoded by + 29/31 whose deletion was associated with modestly decreased expression that did not reach statistical significance (Fig. 3b). Analysis of MACS-enriched NKT thymocytes lacking + 21/23 showed a transient but severe defect in PLZF expression at the early stage 0, which subsided at later stages. This defect involved both the fluorescence intensity and the frequency of PLZF expression among stage 0 cells, representing a delay in PLZF expression at stage 0, which appeared sufficient to significantly impair the frequency of total NKT thymocytes (*P* = 0.0002; ANOVA) and splenocytes (*P* < 0.0001; ANOVA) (Fig. 3b, c). Thus, again, transient defects in PLZF induction at early developmental stages, albeit with a slightly different kinetics compared with the + 40/43 mutants, were associated with substantial NKT developmental defects.

**Fig. 3:**
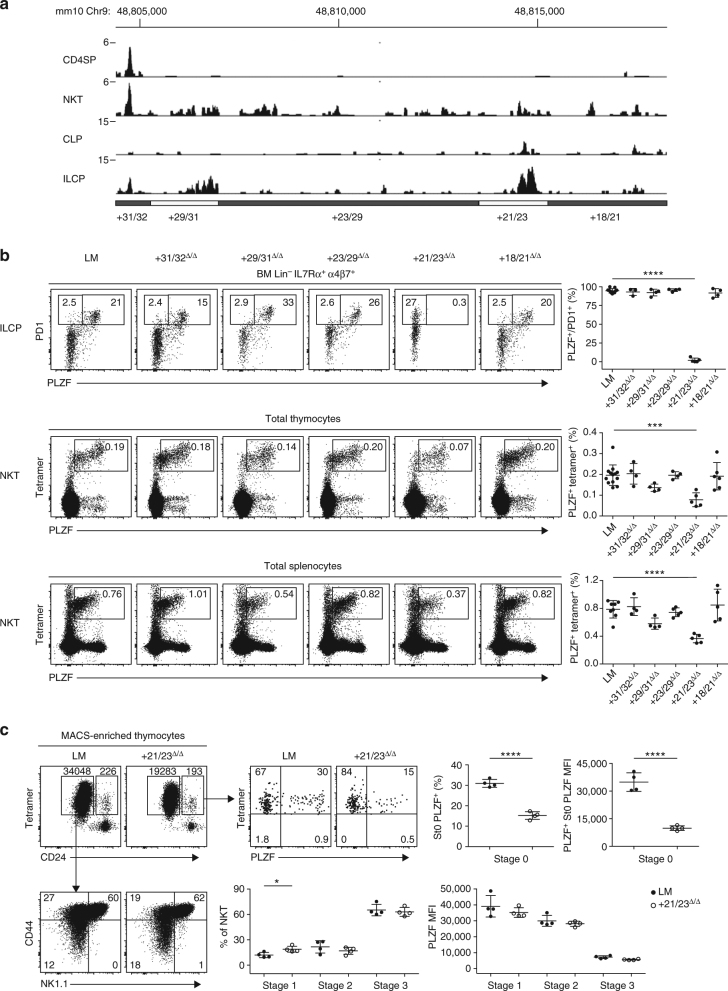
Dissection of the + 18/32 region. **a** ATAC-seq tracks. **b** FACS analysis of BM ILCP (*upper row*) and NKT thymocytes (*middle row*) and splenocytes (*bottom row*) in mice carrying the indicated deletions. Summary data in the right column are compiled from six independent experiments, with a total of 4–13 mice in each group. One-way analysis of variance for multiple comparisons was used for statistical analysis. **c** FACS analysis of NKT developmental stages and PLZF expression in + 21/23^Δ/Δ^ mice and littermate controls (LM). Data are combined from two independent experiments with a total of four mice per group. Two-tailed Student’s *t*-test was performed. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

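The 5 sub-regions of +18/32 were compared by the libraries with a peak that overlapped them by at least 1 bp. Sub-region +31/32 (968 bp, from 48804389 to 48805356) had a peak in every CD4SP and NKT library and in no bone marrow library. Sub-region +29/31 (1627 bp, from 48805350 to 48806976) had a peak in both ILCP libraries and in no other library (exact permutation test within tissues, two-sided, p = 0.1). Sub-region +23/29 (6557 bp, from 48806974 to 48813530) overlapped the same ILCP peaks at its edge and had a peak of its own in NKT replicate 1 (exact p = 0.05). Sub-region +21/23 (1733 bp, from 48813509 to 48815241) had a peak in both ILCP libraries, in CLP replicates 2 and 3 and in no thymic library (exact p = 1). The same ILCP peaks reached into +18/21 (3015 bp, from 48815241 to 48818255), where CLP replicate 2 had a peak as well (exact p = 0.4). When only peaks with their midpoint in a sub-region were counted, +18/21 had the peak of CLP replicate 2 alone, which reversed the summed difference in the share of libraries with a peak, NKT and ILCP minus their controls, from 0.667 to -0.333. After Benjamini-Hochberg adjustment over the 5 sub-regions, the lowest p was 0.25, and no sub-region had an unadjusted p under 0.05.

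**Figure D2:**
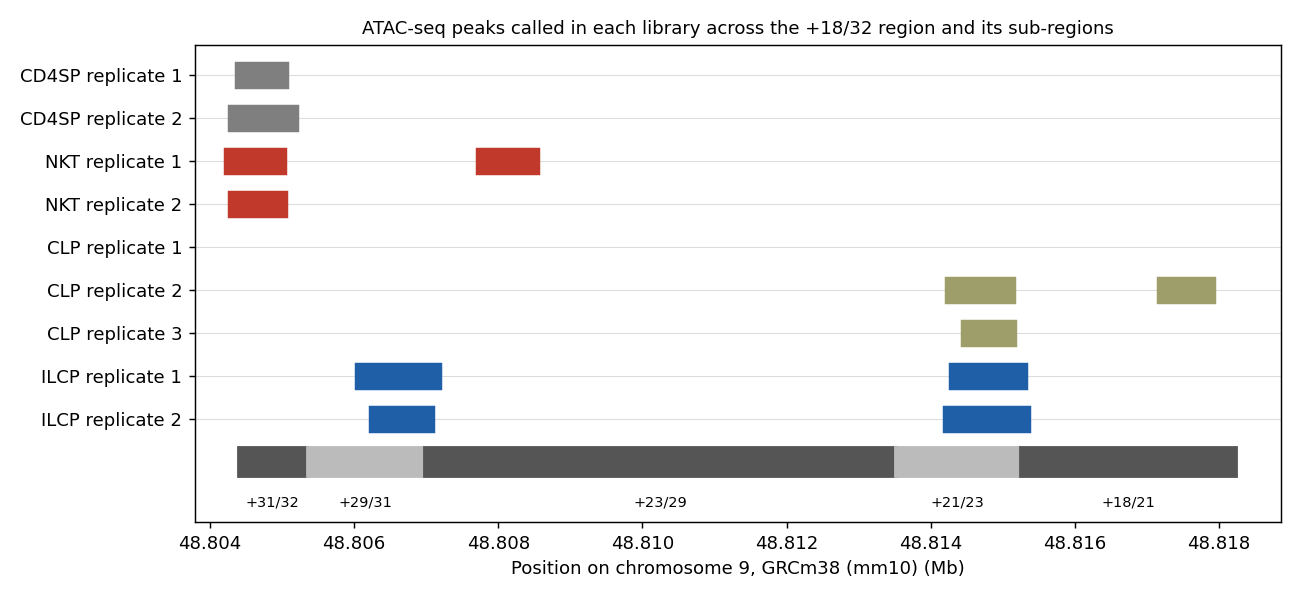
Peaks called in each of the 9 ATAC-seq libraries (rows) over the +18/32 region (horizontal axis, Mb of chromosome 9 in mm10), with the 5 sub-regions as shaded blocks at the bottom. Over +21/23, peaks appear in CLP replicates 2 and 3 and in both ILCP libraries.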

### Impact of PLZF defect on NKT sublineages

The development of NKT thymocytes can also be described by their acquisition of T-helper types 1, 2 or 17 programs^1, 23, 24^, with NKT1, NKT2 and NKT17 characterized by their PLZF^low^ T-bet^high^, PLZF^high^ RORgt^low^ and PLZF^high^ RORgt^high^ profiles, respectively. We found that NKT1 and NKT17 were predominantly affected while NKT2 were relatively preserved in the thymus and peripheral tissues of + 21/23^Δ/Δ^ and in + 40/43^Δ/Δ^ mice, in which the decrease in PLZF expression is limited to the early developmental stages (Fig. 4 and Supplementary Fig. 4). In contrast, + 18/32^Δ/Δ^ mice lacked all NKT sublineages. Thus, early, transient defects in PLZF expression have long-range effects on terminally differentiated NKT sublineages.

**Fig. 4:**
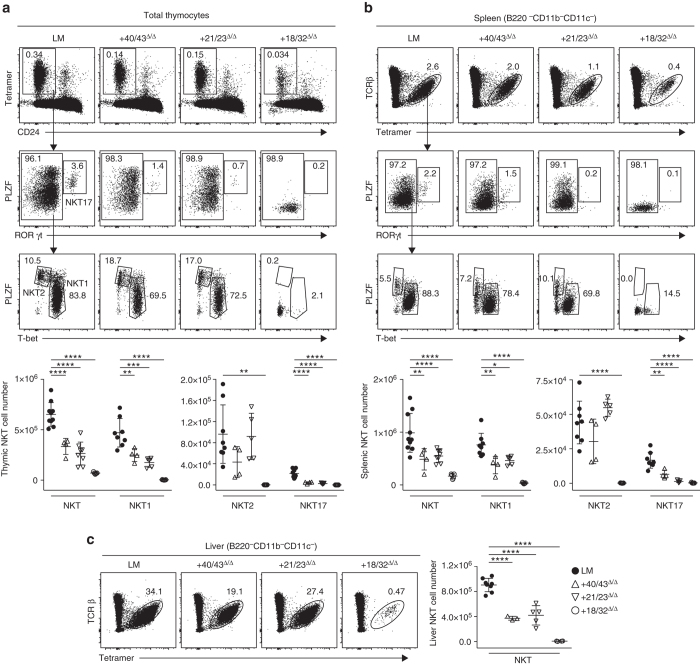
Impact on NKT sublineages. Intracellular FACS staining of PLZF, T-bet and RORγt in **a** thymic and **b** splenic NKT cells in indicated mutant mice, with summary panels. **c** Analysis of liver NKT cells. Data are from four independent experiments, with 4–10 mice in each group. Statistical analysis was performed using one-way ANOVA for multiple comparisons to WT LM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

### Sequence-level dissection of the + 21/23 region

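Over the +21/23 region of intron 2, the peak of ILCP replicate 1 ran from 48814256 to 48815332 with a score of 497, rank 5670 among the peaks of its library, and that of ILCP replicate 2 from 48814168 to 48815376 with a score of 523, rank 5034. These ranks lie in the upper 21.5% and 19.5% of the peaks of each library. CLP replicate 2 had a peak from 48814199 to 48815171 with a score of 237 (rank 27357, the upper 65.9%), and CLP replicate 3 a peak from 48814418 to 48815178 with a score of 192 (rank 30296, the upper 75.5%). No peak was called there in CLP replicate 1, CD4SP or NKT. The called peak nearest to the region lay 4022 and 4082 bp from its end in the NKT libraries and 8426 and 8292 bp from it in the CD4SP libraries. With an equal number of the highest-scoring peaks in each library, the 2 ILCP peaks were the ones left.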

Region + 21/23 contains ATAC-seq reads over a 730 base-pair interval (Fig. 5a). The precise deletion of this 730 bp fragment reproduced the phenotype of the larger + 21/23 deletion, as expected, with complete abrogation of PLZF expression in ILCP and impaired PLZF expression in stage 0 NKT thymocytes (Fig. 5b). We subdivided 1/730 with individual deletions of 1/338 and 339/730 segments. Both deletions reproduced the ILCP and NKT phenotypes of the larger 1/730 deletion, suggesting the presence of essential regulatory elements in both fragments. 

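Within the 730 bp interval of +21/23, which lies between 48814366 and 48815095 on chromosome 9 of mm10, the Runx consensus TGYGGT, where Y is C or T, was searched on both strands, with positions counted from 1 at the lower end of the interval. It occurred 2 times, at positions 244 to 249 in the 1/338 fragment and at 432 to 437 in the other fragment, each as ACCACA on the plus strand. Shuffled sequences of the same base composition held 0.707 sites on average (one-sided permutation test for more, 100000 shuffles, p = 0.157). For TGTGGT alone, the same 2 sites compared with a mean of 0.32 (p = 0.0415, one-sided permutation test), and with up to 1 mismatch 7 sites compared with a mean of 6.37 (p = 0.452). Of the 4 motifs drawn in Fig. 5a, the one at 48814608–48814615 has the sequence AACCACAA, within TCCTTTATCCAACCACAAAAAGGCCCCC, and the one at 48814796–48814803 has AACCACAG, within ATGGTGTGACAACCACAGCCCGGAACGG, and both hold the full consensus. The motif at 48814554–48814564 (CCCTGTGGGCC, within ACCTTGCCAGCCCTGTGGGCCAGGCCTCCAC) differs from TGTGGT by T6G, and that at 48814672–48814682 (CGTTGAGGTTA, within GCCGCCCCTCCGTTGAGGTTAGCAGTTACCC) by T3A, with positions counted from the 5′ end of the consensus.

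**Figure D3:**
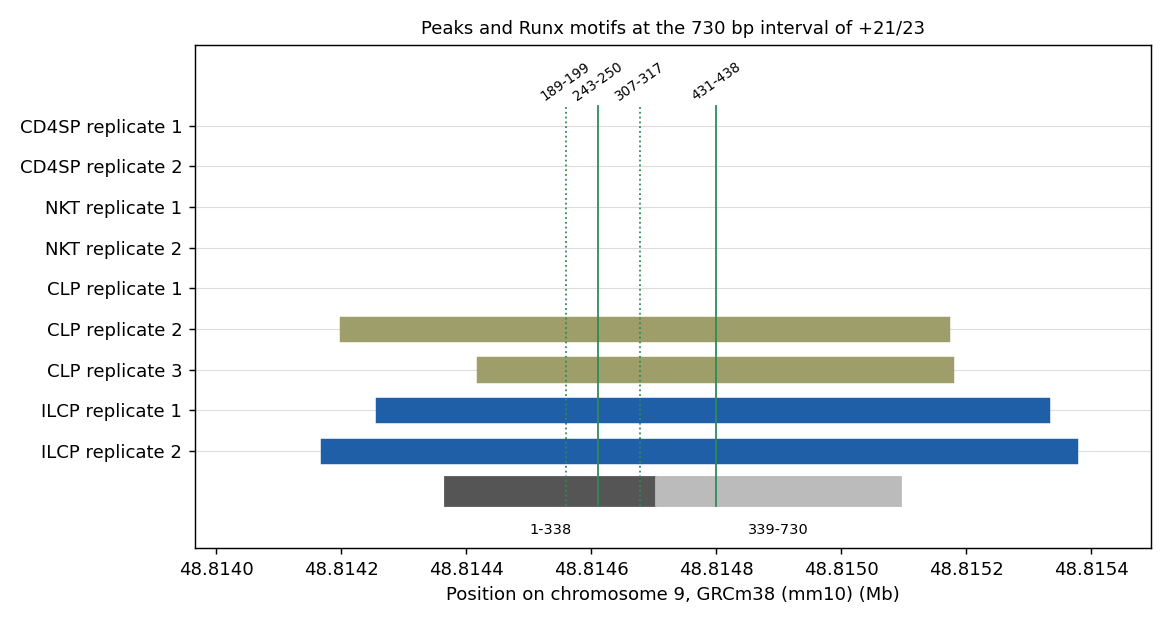
Called peaks of the 9 ATAC-seq libraries (rows) around the 730 bp interval (horizontal axis, Mb of chromosome 9 in mm10), with its 2 fragments as shaded blocks. Vertical lines mark the 4 motifs of Fig. 5a, solid for the 2 with the full consensus and dotted for the 2 with 1 mismatch.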

Since both fragments contained consensus DNA sequence motifs for Runx factor binding (Fig. 5a), we generated new deletions of three of these sequences. Excision of the entire 307/317 motif, as well as partial deletions of this motif (309/314 and 311/317) induced a significant decrease in PLZF expression by ILCP (*P* < 0.0001; analysis of variance (ANOVA)) as well as decreased NKT thymocytes (*P* = 0.0027; ANOVA) (Fig. 5d, f). Furthermore, a deletion centered around the 431/438 motif induced a significant decrease in PLZF expression in ILCP (*P* < 0.0001; ANOVA), and a modest decrease in NKT that did not reach significance (Fig. 5e, f). Mice lacking another Runx1 motif-containing sequence, 182–199 had modest but significant PLZF defect in ILCP (*P* = 0.026; ANOVA) (Fig. 5c, f). Together, these findings suggest that several Runx-motif-containing sequences within 1/730 contribute to regulation of *Zbtb16* in ILCP and in NKT, and therefore underlie the regulation of PLZF in both lineages.

**Fig. 5:**
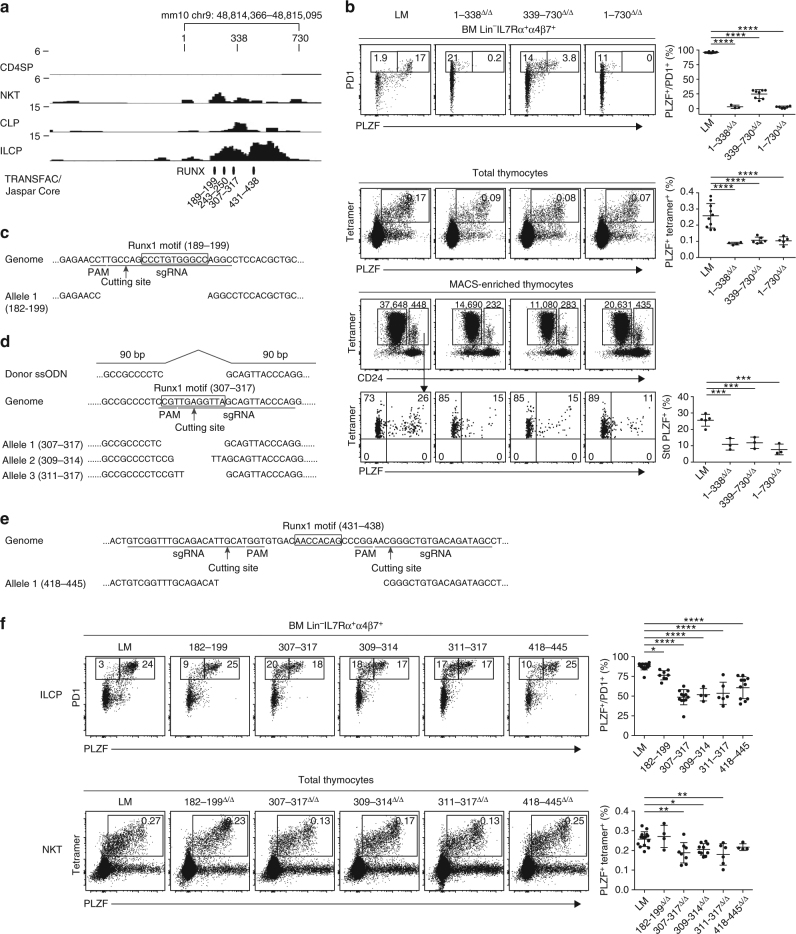
Sequence-level analysis of the + 21/23 region. **a** ATAC-seq profiles of the + 21/23 region in indicated lymphoid populations, magnified from Fig 1a, reveals that all reads are contained within a 730 bp located between mm10 chr9 48,814,346 and 48,815,095. **b** FACS analysis of BM ILCP (*top row*), and thymic NKT (*second row*) in mice carrying indicated deletions, with summary plots on the right column. Bottom two rows shows the FACS analysis of NKT stages 1-2-3 (CD24^low^) and NKT stage 0 (CD24^high^) after tetramer-MACS enrichment. The frequency of PLZF expression in stage 0 NKT cells are shown in representative FACS panels and in summary data pooled from two to three independent experiments, with 3–10 mice in each group. **c**–**e** Schematic representation of CRISPR/Cas9 targeting of different Runx1 motif-containing sequences. **f** FACS analysis of BM ILCP cells (*top row*), and thymic NKT cells (*bottom row*) in mice carrying indicated deletions, with summary plots on the right column. For ILCP analysis, Runx-motif mutant mice had the second allele carrying the + 18/32 deletion. Summary data are pooled from five independent experiments, with 4–17 mice in each group. One-way ANOVA with multiple comparisons compared to WT were used for statistical analysis. *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001, ****, *P* < 0.0001

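The coordinates of Supplementary Table 1 give the interval a length of 730 bp. Both ILCP peaks covered all of it and extended beyond its lower end by 110 and 198 bp and beyond its upper end by 237 and 281 bp, with a mean peak width of 1143 ± 93.3 bp (SD, n = 2 libraries). The peak of CLP replicate 2 extended beyond the lower end by 167 bp and beyond the upper end by 76 bp. The peak of CLP replicate 3 covered 678 bp of the interval, starting inside its lower end and passing its upper end by 83 bp. The mean width of the CLP peaks was 867 ± 150 bp (SD, n = 2 libraries with a peak). These are the limits of called peaks, which can be wider or narrower than the stretch covered by reads.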

### Runx1 binding at the *Zbtb16* locus

By chromatin immunoprecipitation (ChIP)-seq analysis of NKT thymocytes with a Runx1-specific antibody (Supplementary Fig. 5), we demonstrated prominent binding of Runx1 to several regions of chromatin accessibility in the *Zbtb16* locus (Fig. 6a). Thus, Runx1 ChIP-seq peaks were found within the + 21/23, + 29/31, + 40/43, + 115/116 and + 120/124 regions in NKT thymocytes. Due to lower cell input, the ChIP analysis of ILCP was performed using ChIP-quantitative polymerase chain reaction (qPCR) and focused on the ILCP ATAC-seq regions. In this cell-type, Runx1 was found to bind exclusively to + 21/23, but not the other chromatin^−^accessible regions (Fig. 6b). Altogether, these results established that Runx1 bound heavily to the regulatory elements that control the expression of *Zbtb16* in NKT and in ILCP. The major involvement of the + 21/23 enhancer was consistent with the high density of H3K27Ac and H3K4me1 marks in this region (Fig. 6c). The findings also indicated that Runx1 bound to several other chromatin accessible regions that did not seem to be required for *Zbtb16* expression in NKT thymocytes, including + 185/191, + 120/124, + 115/116 and + 5/16, indicating that Runx1-binding at a particular site is not necessarily associated with active regulation of *Zbtb16* gene expression.

**Fig. 6:**
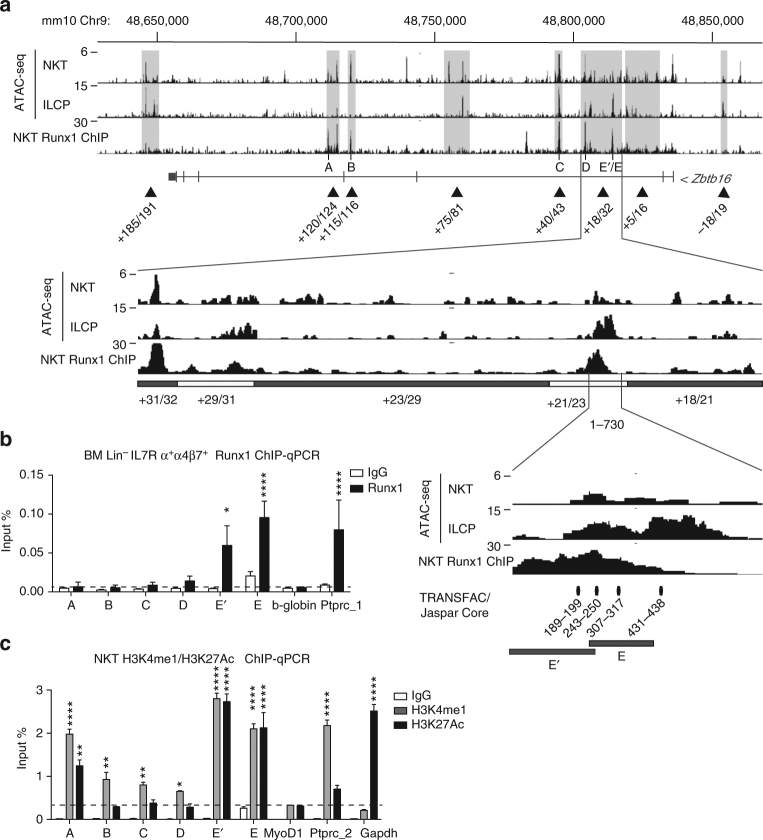
ChIP analysis of Runx1 binding. **a** Runx1 ChIP-seq profile of the *Zbtb16* locus in NKT thymocytes aligned with corresponding ATAC-seq profiles in NKT thymocytes and ILCP cells, with magnification of regions + 18/32 and 1/730 as indicated. **b** Runx1 ChIP-qPCR analysis of BM Lin^-^IL7Rα^+^α4β7^+^ cells at sites A–E as defined above. Ptprc-1 and b-globin were used as positive and negative control, respectively. Data are combined from three independent experiments. **c** H3K4me1 and H3K27Ac modifications at the *Zbtb16* locus. Ptprc-2 and Gapdh were used as positive controls for H3K4me1 and H3K27Ac, respectively. MyoD1 was used as negative control for both. Data are summarized from three independent experiments. Statistical analysis by one-way ANOVA for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

### PLZF expression in mice with conditional *Runx1* deletion

To further evaluate the role of Runx1 on NKT cell development and PLZF expression in vivo, we used a *Cd4*-*Cre Runx1* ^fl/fl^ strain. As previously reported^25^, *Cd4*-*Cre Runx1* ^fl/fl^ mice exhibited a profound and selective defect in thymic NKT numbers compared with *Cd4*-*Cre* littermates, while CD4 and CD8 SP cells appeared normal (Fig. 7a, b). Furthermore, *Cd4*-*Cre Runx1* ^fl/+^ heterozygous mice also exhibited a defect, albeit less severe than homozygous littermates, demonstrating haploinsufficiency. After MACS-enrichment of rare residual NKT thymocytes using CD1d-αGalCer tetramers, we determined that the residual Runx1-deficient NKT thymocytes were arrested at stage 1 and that they failed to express detectable PLZF at stage 0 and stage 1 (Fig. 7c), a phenotype identical to that of + 18/32 deletion mutants shown in Fig. 2a and to that of *Zbtb16* ^−/−^ mice. Moreover, *Cd4*-*Cre Runx1* ^fl/+^ heterozygous mice exhibited defects in PLZF expression in stage 0 but not stage 1 NKT thymocytes, with a partial defect in total NKT thymocyte frequency (Fig. 7c). Thus, conditional deletion of *Runx1* alters PLZF expression in NKT precursors in a dose-dependent manner. Furthermore, crossing *Cd4-Zbtb16* transgenic mice to *Cd4*-*Cre Runx1* ^fl/+^ heterozygous mice partially but significantly rescued the defect in NKT percentage (*P* = 0.0025; Student’s *t*-test) and cell number (*P* = 0.017; Student’s *t*-test) (Fig. 7d), supporting the conclusion that Runx1 promotes NKT cell development in part by upregulating PLZF expression. In addition, Runx1 bound and partially regulated the expression of *Il7ra*, *Il2rb* and *Egr2*, suggesting other levels of regulation of NKT development (Fig. 7e–h), perhaps accounting for the incomplete rescue of Runx1-deficient NKT development by the PLZF transgene. Although Egr2 could directly regulate PLZF^13^, its modest downregulation in Runx1-deficient NKT thymocytes was insufficient to account for the complete loss of PLZF.

**Fig. 7:**
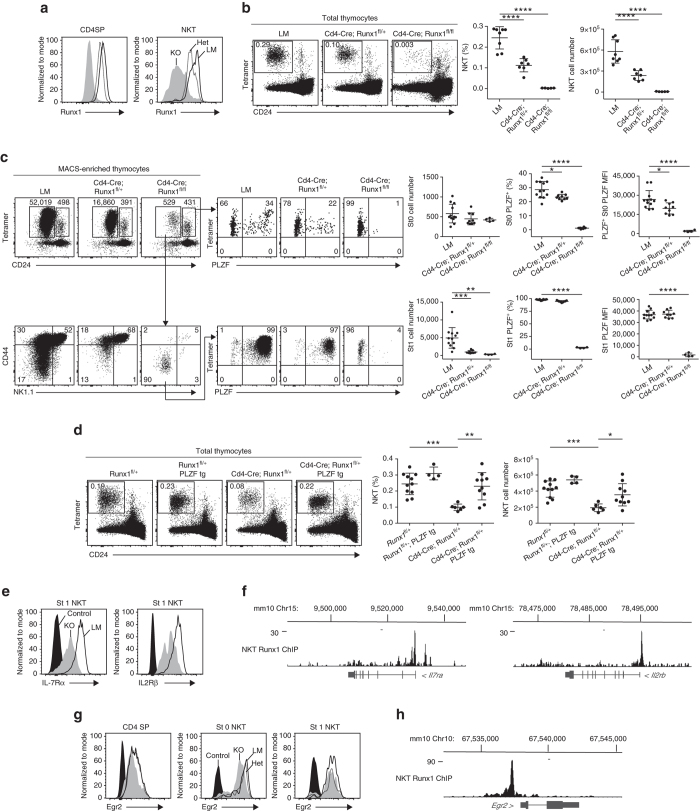
Conditional ablation of *Runx1* in NKT. **a** Intracellular flow cytometry for Runx1 expression in thymic CD4SP and NKT cells. (LM controls (LM), solid histogram; *Cd4*-*Cre Runx1* ^fl/+^ (Het), dashed histogram; *Cd4*-*Cre Runx1* ^fl/fl^ (KO), *gray shaded*.) **b** NKT cells in the thymus of Het and KO compared to their LM. The frequency and absolute cell number of NKT are summarized on the *right panels*. Data are representative of five to eight mice from four independent experiments. **c** Individual thymus of indicated strains were MACS-enriched using CD1d-αGalCer tetramers before FACS analysis of NKT developmental subsets and PLZF expression. Data are summarized from four independent experiments, with 4–12 mice in each group. **d** Rescue of NKT defect in Het by PLZF transgene expression. Data are representative of four to 11 mice from three independent experiments. **e** Representative FACS analysis of IL-7Rα and IL-2Rβ expression in stage 1 NKT thymocytes from LM and KO; mean ± S.E.M. of mean fluorescence intensity (MFI) is 5535 ± 331 (*n* = 4) vs 1501 ± 40 (*n* = 3) for IL-7Rα; and 5721 ± 87 (*n* = 4) vs 3040 ± 163 (*n* = 3) for IL-2Rβ, respectively. Leftmost histogram represents unstained control. **f** Runx1 ChIP-seq tracks at the *Il7ra* and *Il2rb* loci. **g** FACS analysis of Egr2 expression in CD4 SP, stage 0 and stage 1 NKT thymocytes from LM, Het and KO. Mean ± S.E.M. of Egr2 MFI: 2090 ± 84 (LM, *n* = 5), 1927 ± 45 (Het, *n* = 4) and 1506 ± 18 (KO, *n* = 6) in CD4 SP; 9688 ± 461 (LM, *n* = 5), 8872 ± 389 (Het, *n* = 4) and 5722 ± 316 (KO, *n* = 6) in stage 0 NKT; 4174 ± 287 (LM, *n* = 5), 4310 ± 257 (Het, *n* = 4), and 3892 ± 216 (KO, *n* = 6) in stage 1 NKT. **h** Runx1 ChIP-seq track at the *Egr2* locus. Statistical analysis was performed using one-way ANOVA with multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

To evaluate the role of *Runx1* on ILCP development, we used an *Il7ra*-*Cre Runx1* ^fl/fl^ strain to direct deletion of *Runx1* after the CLP stage. We observed modest but significant decrease in ILCP cell number (*P* = 0.0002; Student’s *t*-test) and a trend toward decreased PLZF expression compared with *Il7ra*-*Cre* controls, consistent with a role of *Runx1* in ILCP development (Fig. 8a). There was only partial decrease of Runx1 among BM Lin^−^ IL7Rα^+^ α4β7^+^ ILC precursors, however, perhaps due to a delayed kinetics of *Il7ra*-*Cre*-mediated excision (Fig. 8a, bottom). In addition, the known redundancy of Runx1 with other Runx proteins, particularly Runx3 which is expressed at the ILCP stage, might explain the modest phenotype. We therefore examined *Il7ra*-*Cre Cbfb* ^fl/fl^ mice lacking the common partner to all Runx proteins. Fig. 8b demonstrated a statistically significant defect in both ILCP numbers (*P* < 0.0001; Student’s *t*-test) and in their expression of PLZF (*P* = 0.0002; Student’s *t*-test). Thus, in contrast with NKT where Runx1 and Runx3 have little overlap (Supplementary Fig. 6) and deletion of Runx1 alone is associated with a complete developmental block, Runx3 might partially compensate for the loss of Runx1 in ILCP.

**Fig. 8:**
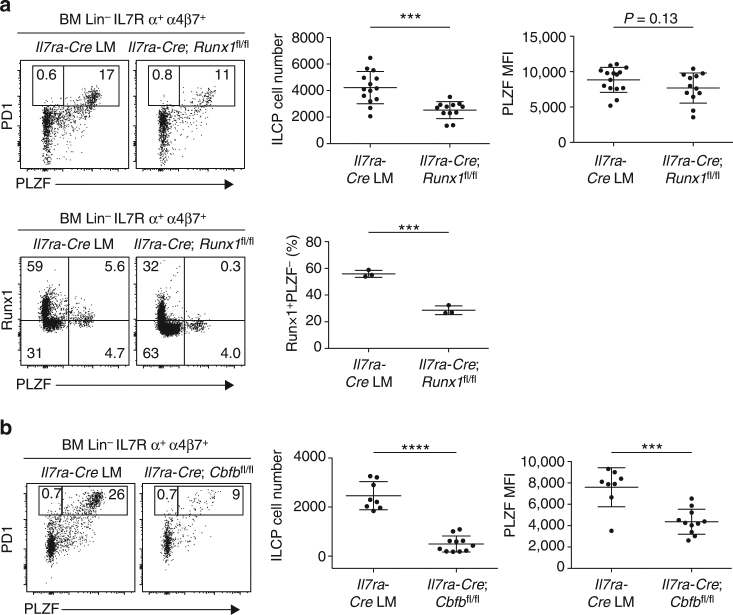
Conditional ablation of *Runx1* in ILCP. **a** *Top* PLZF expression in BM Lin^-^IL7Rα^+^ α4β7^+^ cells from *Il7ra*-*Cre* and *Il7ra*-*Cre Runx1* ^fl/fl^. BM samples were MACS-enriched using anti-α4β7 antibody before staining with other antibodies. Summary data of ILCP cell number and PLZF mean fluorescence intensity of ILCP cells are combined from seven independent experiments with 15 and 12 mice in each group. Bottom, Runx1 and PLZF staining in BM Lin^-^IL7Rα^+^ α4β7^+^ cells from *Il7ra*-*Cre* and *Il7ra*-*Cre Runx1* ^fl/fl^. Data are representative of three mice from each group. **b** PLZF expression in BM Lin^-^IL7Rα^+^ α4β7^+^ cells from *Il7ra*-*Cre* and *Il7ra*-*Cre Cbfb* ^fl/fl^. Data are summarized from four independent experiments, with 8–11 mice in each group. Statistical analysis was performed using two-tailed Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

Altogether, these results demonstrated the critical role of Runx1 and the shared intronic enhancer bound by Runx1 in regulating PLZF expression during ILC and NKT development.

## Discussion

The TF PLZF is tightly regulated in a lineage-specific as well as temporal-specific manner to direct diverse lymphoid, skeletal and spermatogonial development programs, a pattern highly suggestive of enhancer-mediated regulation. By combining ATAC-seq and CRISPR/Cas9 analysis, our study identified a critical regulatory element within the intronic region + 21/23 that was critical for PLZF expression in both NKT and ILC lineages, as well as in MAIT and γδ cells. This region carried a high density of H3K27Ac and H3K4me1 marks and was heavily bound by Runx1. Although our study did not provide formal proof that Runx1 binding directly activated the enhancer, this region contained several Runx motifs whose individual deletions impaired PLZF expression in both ILC and NKT precursors. Furthermore, conditional deletion of *Runx1* led to defective PLZF expression and impaired lineage development, which was partially rescued by transgenic expression of PLZF. Runx1 also exerted modest regulation of other factors involved in development, such as IL7Rα, IL2Rβ and Egr2, which might explain why the Runx1 deficiency phenotype was only partially rescued by transgenic PLZF. Altogether, these findings demonstrate that Runx1 is a critical TF and suggest that it directly activates PLZF at a key enhancer shared by ILC and NKT lineages. They reveal the existence of a Runx1-PLZF axis as a central component of the transcriptional network underlying the development of innate lymphoid lineages.

Existing studies suggested that in mouse and human innate lymphoid lineages, *Zbtb16* contains extended ‘super-enhancer’ regions^26, 27^ that are characterized by diffuse H3K27 acetylation marks, a hallmark of highly transcribed lineage ‘identity’ genes. Indeed, we found numerous chromatin accessible regions in ILCP and NKT which were generally absent from related populations lacking PLZF expression, such as CLP and CD4 SP. It is notable in that regard that, despite the apparent complexity of the chromatin accessible landscape of *Zbtb16*, only a few chromatin accessible regions demonstrated functional relevance upon CRISPR/Cas9 deletion, indicating that many of them did not carry essential function in regulating *Zbtb16*, at least during the developmental period. Thus, by performing first a limited number of deletions involving large clusters of ATAC-seq peaks to cover the extended gene locus, it was possible to rapidly zoom, in an unbiased manner and with great specificity on a key regulatory element of a few hundred base pairs. Motif analysis within this enhancer, combined with transcriptional profiling led to the characterization of the central role of Runx1 in PLZF regulation and innate lymphoid development. Notably, Runx1 was also bound to several other chromatin accessible regions within the *Zbtb16* locus that did not appear to impact PLZF expression or NKT development, as well as to the promoter region, emphasizing the importance of site-specific deletions to identify the relevant elements.

Runx1 is involved at multiple but discrete stages of haematopoiesis and lymphopoiesis, including the development of B and T lymphoid progenitors, the lymphoid tissue inducer, as well as the differentiation of regulatory T cells and Th17 cells^28–30^. Furthermore, Runx1 was previously reported to be essential for NKT development^25^, although the stage and the mechanism of its action were not defined. Interestingly, multiple Runx1-binding motifs located within the same enhancer were implicated in PLZF regulation, with individual sequences contributing partial effects, similar to other well-studied models of Runx-mediated gene regulation, for example in *Cd4* gene repression^31^. In fact, deletions of individual Runx1 motifs revealed partial phenotypes related to the unexpected impact of relatively modest alterations of the level or the kinetics of early PLZF expression on the stage progression and the final frequency of NKT cells. Thus, a transient defect limited to the very early stage of NKT cell development was associated with long-range impact in the development of terminally differentiated NKT sublineages, particularly NKT1 and NKT17. Examples of these alterations were found in + 21/23^Δ/Δ^, + 41/43^Δ/Δ^ and *Cd4*-*Cre Runx1* ^fl/+^ mice, as well in *Zbtb16* ^+/−^ mice. As broad variations in NKT cell frequencies have been reported between different mouse strains and in humans, our findings suggest that relatively minor alterations of PLZF expression at early thymic stages, which would go undetected if not specifically investigated, could account for significant variations in NKT development.

Our study also identifies an adjacent but distinct skeletal specific enhancer region controlling limb patterning. The non-overlapping pattern of enhancers governing PLZF expression in lymphoid and in osteoblast precursors is consistent with emerging knowledge about gene regulation in different mammalian tissues. Furthermore, as osteoblast differentiation is characteristically triggered by Runx2 expression in mesenchymal cells^32^ before expression of PLZF^18^, it is intriguing to speculate that an analogous Runx2-PLZF axis may govern bone formation as well.

While traditional approaches to dissect the regulation of gene expression begin with a candidate TF and search for potential target sites, our study demonstrates the value of combining genome wide methods such as ATAC-seq and CRISPR/Cas9 to identify the genomic regulatory element first and then search for candidate TFs based on motif analysis and transcriptional context. This combination of approaches has the advantage of being systematic and unbiased, and is readily applicable to a wide range of systems. In addition, more refined epigenetic studies to identify poised or active enhancers, which were not available in our study due to low cell input, can potentially narrow down the number of targets for CRISPR/Cas9 analysis. While this approach is extremely powerful to identify key enhancers and focus the investigations on well-defined regulatory elements, there remain limitations in dissecting the full complement of factors regulating the enhancers, for example in the absence of obvious consensus binding motif. In that regard, it is possible that factors other than Runx1 may also regulate the common NKT/ILC enhancer.

Another advantage of this ATAC-seq/CRISPR/Cas9 combination approach is that valuable enhancer mutant model strains can be generated with selective defects of some but not other PLZF functions. In the current study, for example, + 21/23^Δ/Δ^ mice exhibited PLZF defects across the innate lymphoid system, without associated defects in tissues such as bone and sperm which have confounded or complicated the studies of PLZF-deficient mice.

In summary, we report the successful combination of ATAC-seq and CRISPR/Cas9 methods to systematically dissect the extended *Zbtb16* locus in vivo, revealing a shared lymphoid enhancer and the critical role of Runx1 in PLZF expression and the development of innate and innate-like lineages. These findings further advance our understanding of the architecture of the common transcriptional regulatory network that governs a fundamental lineage decision between innate and adaptive lymphocyte development.

## Methods

### Mice

C57BL/6J (stock no. 000664), B6.129P2-*Runx1* ^*tm1Tani*^/J (stock no. 008772), *Cbfb* ^*tm2.1Ddg*^/J (stock no. 028550) and *Cd4*-*Cre* (B6.Cg-Tg(CD4-cre)1Cwi/J (stock no 017336) mice were obtained from The Jackson Laboratory. *Zbtb16* ^−/−^ mice were a gift from Dr. P.P. Pandolfi (Beth Israel Deaconess Medical Center, Boston, MA) and were backcrossed to C57BL/6J for at least nine generations^18^. The *Zbtb16*-*IRESGFPcre* (B6(SJL)-*Zbtb16* ^*tm1.1(EGFP/cre)Aben*^/J) (stock no. 024529) and the C57BL/6J *Cd4*-*Zbtb16* transgenic (stock no. 014644) mice were generated^9, 33^ and maintained in our laboratory. C57BL/6J *Il7Ra*-*Cre* was obtained from Dr Rodewald^34^. All the CRISPR/Cas9-mediated knockout mice were generated by microinjection of C57BL/6 zygotes in the transgenic core service of the University of Chicago. The age of mice was between 4- and 8-week old for all the experiments performed. All mice were raised in a specific pathogen-free environment, and killed by CO_2_. The permission was granted to perform all mice experiments by the Institutional Animal Care and Use Committee of the University of Chicago.

### Flow cytometry and MACS enrichment

Bone marrow was isolated by gently crushing femurs and tibias before filtrations with 70 μm filters. Cell suspensions were incubated with purified anti-CD16/32 (clone 93) for 10 min on ice to block Fc receptors. The following fluorochrome-labeled monoclonal antibodies were used: α4β7 (DATK32; 1:200), B220 (RA3-6B2; 1:400), CD3ε (17A2; 1:400), CD4 (L3T4; 1:400), CD8α (53-6.7; 1:400), CD11b (M1/70; 1:400), CD11c (N418; 1:400), CD19 (6D5; 1:400), CD25 (PC61; 1:200), CD45.2 (104; 1:100), cKit (2B8; 1:100), Flt3 (A2F10; 1:100), Gr-1 (RB6-8C5; 1:400), IL2Rβ/CD122 (5H4; 1:50), IL-7Rα/CD127 (A7R34; 1:20), NK1.1 (PK136; 1:200), PD1 (J43; 1:50), Sca-1 (D7; 1:500), TCRβ (H57-597; 1:400) and Ter-119 (TER-119; 1:400). All the antibodies were purchased from eBioscience, BD Biosciences or BioLegend. For intracellular staining, cells were fixed and permeabilized using the eBioscience Foxp3 Staining Buffer Set and then stained with fluorochrome-labeled Egr2 (12-6691-82; eBioscience; 1:50), PLZF (563490 or 564850; BD Biosciences; 1:200 or 1:1000), RORγt (564723; BD Biosciences; 1:200), Runx1 (12-9816-80; eBioscience; 1:100), Runx3 (ab135248; Abcam; 1:500) and T-bet (644810; Biolegend; 1:2000) antibodies. For pre-enrichment of BM ILCP cells, samples were stained with APC-conjugated anti-α4β7 antibody, bound to anti-APC microbeads (Miltenyi Biotec), and then subjected to positive selection on autoMACS (Miltenyi Biotec). ILCP were sorted as Lin^−^IL-7Rα^+^α4b7^+^eGFP^+^. For isolation of CLP, lineage^+^ cells were depleted by staining with biotin-conjugated antibodies against B220, CD3ε, CD4, CD8α, CD11b, CD11c, CD19, Gr-1, NK1.1, TCRβ and Ter119, followed by incubation with streptavidin (SAV) microbeads (Miltenyi Biotec). CLP were sorted as Lin^−^IL^−^7Rα^+^cKit^int^Sca-1^int^Flt3^high^. CD1d-αGalCer and MR1-5-OP-RU tetramers were obtained from the NIH tetramer facility. For NKT or MAIT cell MACS enrichment, samples were labeled with APC-conjugated CD1d-αGalCer (1:400) or MR1-5-OP-RU (1:1000) tetramers, respectively, bound to anti-APC or anti-PE magnetic beads, and run on an autoMACS cell separator. Samples were analyzed on an LSRII (BD Biosciences) or sorted on fluorescence-activated cell sorting (FACS) Aria II (BD Biosciences), with doublet exclusion and DAPI staining of dead cells in most experiments. Data was analyzed by FlowJo (Tree Star).

### ATAC-seq

ATAC-seq was performed as described^20^. Nuclei were prepared from sorted CD4SP, NKT, CLP and ILCP cells (10,000–50,000 for each ATAC-seq) and resuspended in the transposase reaction mix (FC-121-1030; Illumina). The transposition reaction was carried out at 37 °C water bath for 30 min. Then the samples were purified using a Qiagen PCR MinElute kit (28006; Qiagen). Following purification, library fragments were amplified using Nextera PCR Primers (FC-121-1011; Illumina) and NEBnext PCR master mix (0541; New England Lab) for a total of 10–12 cycles. The libraries were then purified using a Qiagen PCR MinElute kit and size selected in the 150–650 bp range. The size-selected libraries were quantified using the Agilent Bioanalyzer and by qPCR using the KAPA Library Quantification Kit. Libraries were sequenced on the Illumina Hiseq2000 system to generate 30–50 million reads. ATAC-seq raw reads of 50 bp were aligned to the mm10 mouse genome using bowtie allowing for two mismatches. The bedgraphs of ChIP-seq were generated using hypergeometric optimization of motif enrichment (HOMER), where the total number of aligned reads was normalized to 10 million. For each cell type, two or three biological replicates were performed.

### Microinjection into mouse zygotes

Vectors pT3TS-nCas9n (46757) and pT7-gRNA (46759) were obtained from Addgene. A pair of oligos for each targeting site (Supplementary Table 1) was annealed and ligated to linearized pT7-gRNA vector. Linearized pT3TS-nCas9n was purified and used as the template for in vitro transcription (IVT) using mMESSAGE mMACHINE T3 Transcription Kit (AM1348; ThermoFisher Scientific). The ligated sgRNA constructs were linearized, purified and then used as the template for IVT using MEGAshortscript T7 Transcription Kit (AM1354; ThermoFisher Scientific). Both the Cas9 mRNA and the sgRNAs were purified using MEGAclear kit (AM1908; ThermoFisher Scientific) and eluted in RNase-free water.

C57BL/6J females at 9–15 weeks of age were screened for non-estrus state and were superovulated with 5-5.5 IU PMSG (Millipore). 46.5 h later mice were given 5-5.5 IU HCG (Sigma) and mated 1.5 h later to C57BL/6J males. The next morning the females were checked for the presence of a vaginal plug, and those having one were harvested for fertilized eggs. Injection of the CRISPR reagents into the pronucleus was performed by using an Eppendorf FemptoJet. Surviving eggs were transplanted in CD-1 pseudopregnant females. The founders were screened with PCR followed by sequencing. The sgRNAs and corresponding deletions obtained are listed in Supplementary Table 1.

### ChIP-seq and ChIP-qPCR

For Runx1 ChIP-seq in NKT cells, 20 million MACS-enriched NKT cells from Vα14-Jα18 tg mice were fixed for 15 min at room temperature with 10% formaldehyde. Glycine was then added to a final concentration of 0.125 M to quench the reaction. Cells were washed twice with ice-cold phosphate-buffered saline, lysed and followed by sonication to fragment DNA to 100–200 bp. The chromatin was then incubated overnight with Runx1 antibody (ab23980; Abcam), followed by 2 h incubation with Protein G Dynabeads (10003D; Invitrogen). Precipitated ChIP and input DNA were washed, reverse crosslinked and digested with proteinase K and RNase A. The DNA was then purified with phenol/chloroform exaction or Qiagen PCR MinElute kit. Sequencing libraries were prepared by standard end-repair, adenylation, adaptor-ligation, PCR amplification and size-selection procedures. For Runx1 ChIP-qPCR in BM Lin^−^ IL7Rα^+^ α4β7^+^ cells, BM cells were MACS-enriched with anti-α4β7 before staining with other antibodies and sorting. About 25,000–50,000 cells from 10 to 20 mice were used for each biological replicate. The primers used for ChIP-qPCR are listed in Supplementary Table 2.

### Immunoprecipitation and western blot analysis

293 cells (CRL-1573; ATCC) were transfected with Flag-mRunx1 construct (14585; Addgene). Cells were lysed with RIPA buffer 24 h post transfection and immunoprecipitated with IgG control, Runx1 (ab23980; Abcam) or Flag (F7425; Sigma) antibodies. Western blot was performed with anti-Runx1 (ab23980; Abcam) and anti-Flag-HRP (A8592; Sigma).

### Statistical analysis

Two-tailed Student’s *t*-test or one-way ANOVA with multiple comparisons to control were performed with Prism (GraphPad Software).

### Data availability

The ATAC-seq and ChIP-seq data have been deposited in NCBI GEO under the accession code GSE98662.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: A shared Runx1-bound Zbtb16 enhancer directs innate and innate-like lymphoid lineage development
**Source:** Nat Commun. 2017 Oct 16;8:863. doi: 10.1038/s41467-017-00882-0
**Supplement:** Supplementary file 1 — Supplementary Information

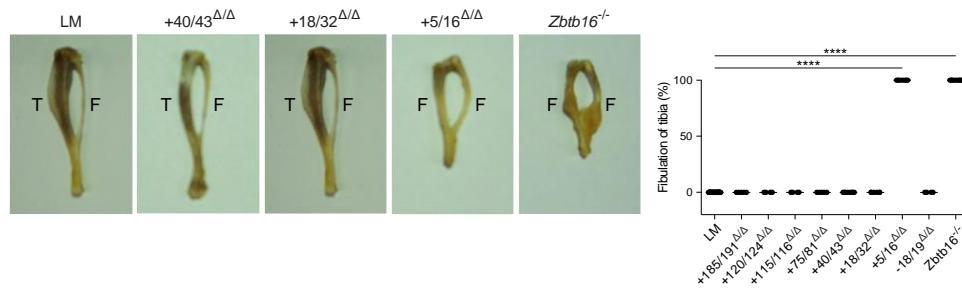

**Supplementary Figure 1. Zeugopod abnormalities in deletion mutant mice.** Left, the fibulation of tibia observed in +5/16<sup>Δ/Δ</sup> deletion mutant mice is identical to the PLZF<sup>-/-</sup> luxoid defect. Right, summary plot of zeugopod abnormalities among deletion mutant mice. Summary data are pooled from 15 separate experiments, with a total of four to 42 mice in each group. Statistical analysis was performed using one-way ANOVA for multiple comparisons to WT littermate controls (LM). \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ , \*\*\*\*,  $P < 0.0001$ .

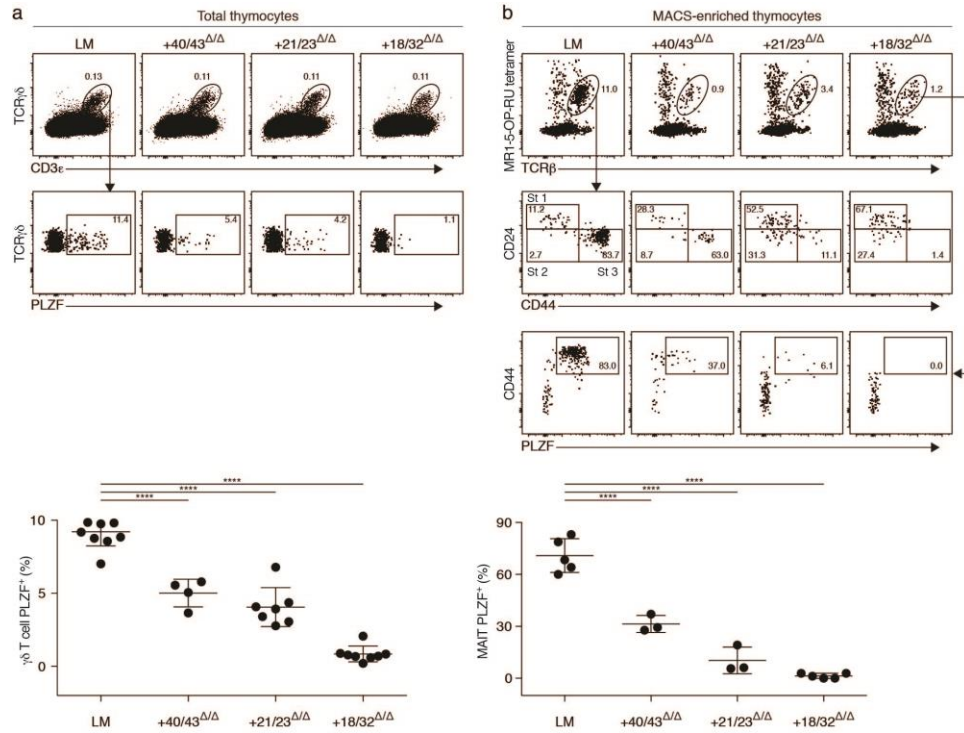

**Supplementary Figure 2. PLZF expression in  $\gamma\delta$ T and MAIT thymocytes of +40/43 $\Delta/\Delta$ , +21/23 $\Delta/\Delta$ , +18/32 $\Delta/\Delta$  mice. (a) thymic  $\gamma\delta$ T cells. (b) thymic MAIT cells after MACS-enrichment with MR1-5-OP-RU tetramers. Data were compiled from four independent experiments with three to eight mice in each group. Statistical analysis was performed using one-way ANOVA for multiple comparisons. \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ , \*\*\*\*,  $P < 0.0001$ .**

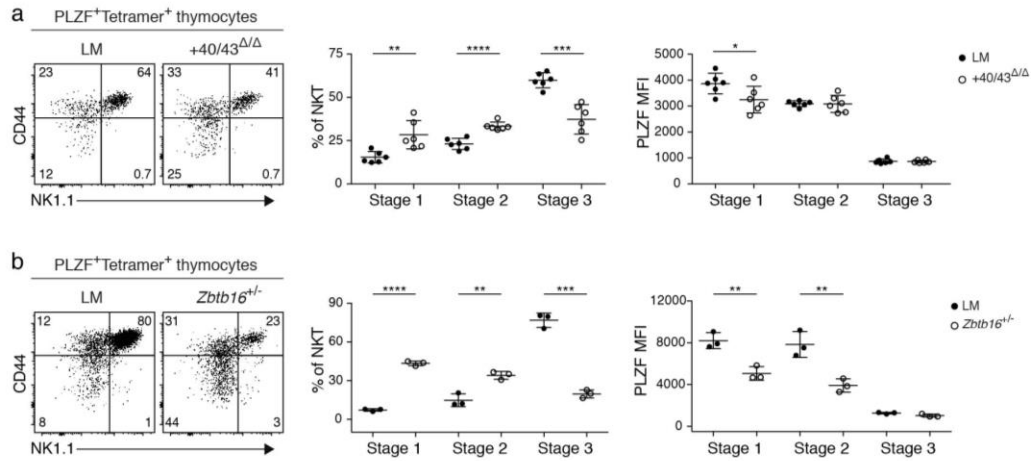

**Supplementary Figure 3. NKT cell defects in +40/43 $\Delta/\Delta$  and PLZF<sup>+/-</sup> mice.** Additional batches of mice were examined in independent experiments to confirm results shown in **Fig. 2b** and **Fig. 2c**. Summary data are pooled from two separate experiments, with a total of three to six mice in each group. Two-tailed Student's t test was performed for statistical analysis. \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ , \*\*\*\*,  $P < 0.0001$ .

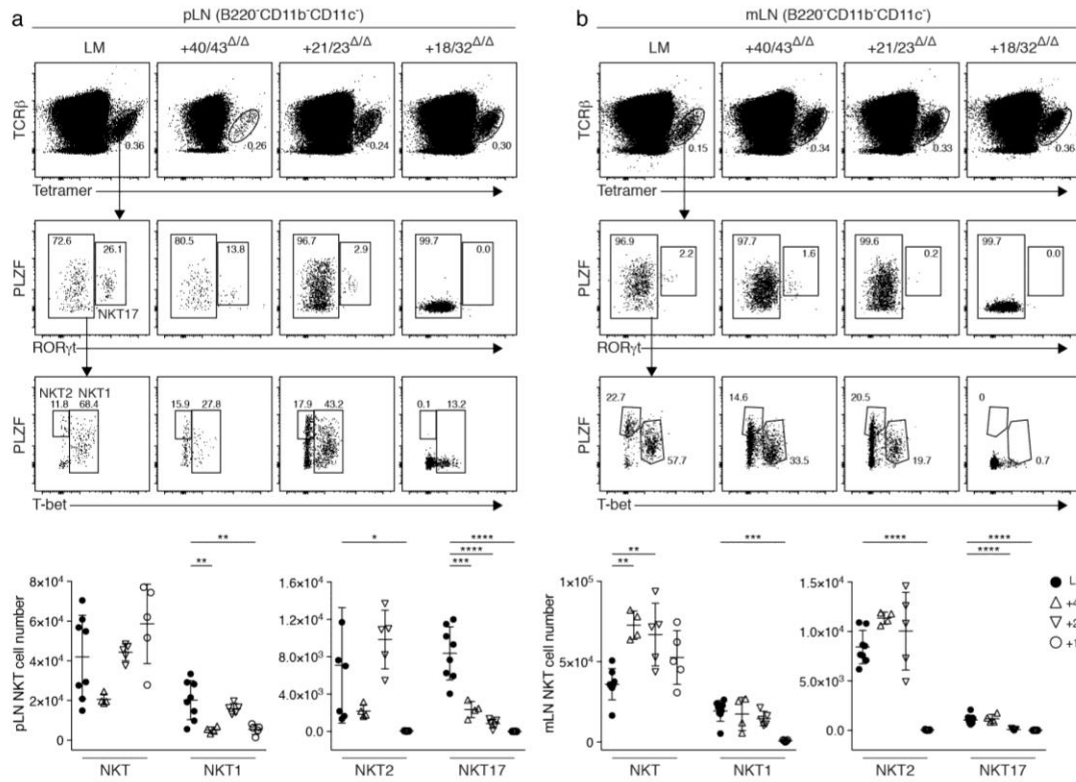

**Supplementary Figure 4. NKT sublineages in lymph nodes of mutant mice.** FACS analysis of TF expression by NKT cells from peripheral axillary and inguinal lymph nodes (pLN) (**a**) and mesenteric lymph nodes (mLN) (**b**) of mice carrying the indicated enhancer deletions. Summary plots combining four independent experiments, with four to eight mice in each group. Statistical analysis was performed using one-way ANOVA for multiple comparisons to WT LM. \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ , \*\*\*\*,  $P < 0.0001$ .

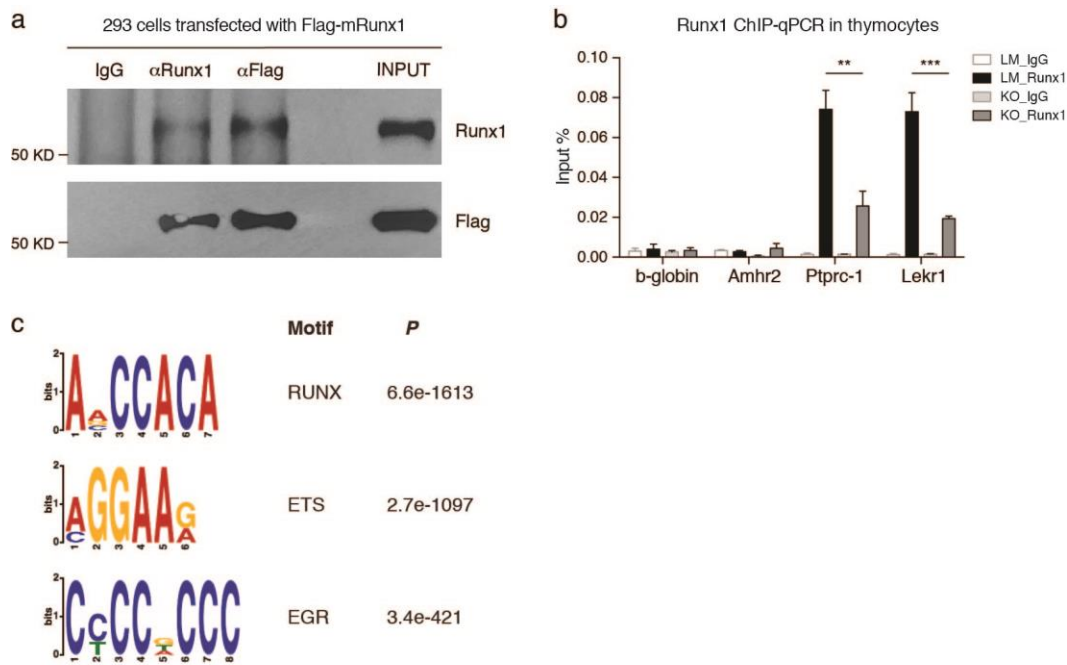

**Supplementary Figure 5. Specificity of ab23980 anti-Runx1 antibody from Abcam.**

(a) IP/WB analysis of 293 cells transfected with mouse Flag-Runx1 construct. (b) Runx1 ChIP-qPCR of LM or Cd4-Cre Runx1<sup>fl/fl</sup> whole thymocytes. Note that the Cd4-Cre Runx1<sup>fl/fl</sup> thymocytes have some residual Runx1 signal from DN thymocytes which express high Runx1. Two-tailed Student's t test was performed for statistical analysis. \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.001$ , \*\*\*\*,  $P < 0.0001$ . (c) The top three motifs identified by MEME-ChIP for Runx1 ChIP-seq peaks. We extracted 200 bp centered on all Runx1 ChIP-seq peaks and used as input for MEME-ChIP, set to use the Vertebrate (In vivo and in silico) motifs. The  $P$  value of Fisher's Exact Test for enrichment of the motif in the positive sequences is used.

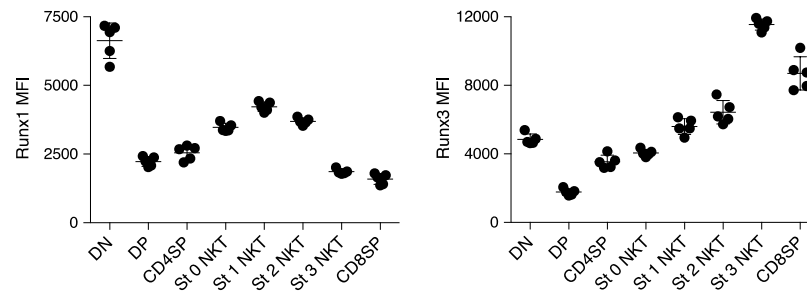

**Supplementary Figure 6. Opposite expression patterns of Runx1 and Runx3 in NKT thymic stages.** Flow cytometry analysis of intracellular Runx1 (left) and Runx3 (right). DN, DP, CD4SP and CD8SP are shown for reference. Five mice from two independent experiments were used for both Runx1 and Runx3 staining.

**Supplementary Table 1.** sgRNA and corresponding deletions.

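The 22 listed single-guide RNAs were searched in the mm10 sequence of the locus, on both strands. Each of them but 1 matched over its 20 bases at a single place, all were followed by an NGG motif, and the position 3 bases before that motif was taken as the cut. The cuts fell on the listed deletion ends or within 22 bp of them. The 21 nt guide of +120/124, GGCCCCATTTCCTCATCTCAC, had no full match, but with 1 base left out it matched the 20 nt sequence GGCCCCATTTCCCATCTCAC at 48715785 to 48715804, next to a TGG motif. A single guide is listed for +40/43, whose cut lies 17 bp from the upper end of that deletion. The guides of the 1–730 deletion, GGGGGGGACACAGTTTGTCT and GGAGTTTTGAGGGTAACTAA, were placed with their cuts at exactly the ends of the interval.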

| Region   | sgRNA                 | mm10 Chr9 sequence deletion |
|----------|-----------------------|-----------------------------|
| -18/19   | GGCTATGCACACAAGCTCGG  | 48,853,652-48,854,902       |
|          | GGTAAATAGAAGCGGGGTAG  |                             |
| +5/16    | GGGGATAGGCACAAGAGCTC  | 48,819,509-48,830,792       |
|          | GGACGCGGGGCGAAAATGAT  |                             |
| +18/32   | GGTACCTCTTCACATGTGTA  | 48,804,391-48,818,263       |
|          | GGAGGGTTAGCTTAGACTTT  |                             |
| +40/43   | GGCGACCACATGTTACAGCC  | 48,793,359-48,795,508       |
| +75/81   | GGTAATGAACTAGAACGCCA  | 48,754,891-48,761,059       |
|          | GGTTGAGCTTTCTGAGGGGT  |                             |
| +115/116 | GGCTAATGATTCAGGATAAG  | 48,719,978-48,720,522       |
|          | GGTGCAAGTGTCTCCAGGAG  |                             |
| +120/124 | GGCTAAGTGGAGTCGGAAGG  | 48,711,497-48,715,805       |
|          | GGCCCCATTTCCTCATCTCAC |                             |
| +185/191 | GGGAAGCCCCCGAGTGCTGT  | 48,645,074-48,650,422       |
|          | GGTGCTCTCCCCTGCAGCCG  |                             |
| +18/21   | GGGCTATATCCTGGGATGAC  | 48,815,241-48,818,255       |
|          | GGAGGGTTAGCTTAGACTTT  |                             |
| +21/23   | GGACCTTCCATTCACGCTAA  | 48,813,509-48,815,241       |
|          | GGGCTATATCCTGGGATGAC  |                             |
| +23/29   | GGGACACGTCTCATGTATAA  | 48,806,974-48,813,530       |
|          | GGACCTTCCATTCACGCTAA  |                             |
| +29/31   | GGGCCTGGTCTACTTCCCAT  | 48,805,350-48,806,976       |
|          | GGGACACGTCTCATGTATAA  |                             |
| +31/32   | GGTACCTCTTCACATGTGTA  | 48,804,389-48,805,356       |
|          | GGGCCTGGTCTACTTCCCAT  |                             |
| 1-338    | GGGGGGGACACAGTTTGTCT  | 48,814,366-48,814,703       |
|          | GGCTGTTTGCCCGATGGATC  |                             |
| 339-730  | GGCTGTTTGCCCGATGGATC  | 48,814,704-48,815,095       |
|          | GGAGTTTTGAGGGTAACTAA  |                             |
| 1-730    | GGGGGGGACACAGTTTGTCT  | 48,814,366-48,815,095       |
|          | GGAGTTTTGAGGGTAACTAA  |                             |

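Primer pairs for chromatin immunoprecipitation at the *Zbtb16* locus were placed in the mm10 sequence, and the amplicon of each was compared with the called ATAC-seq peaks. Amplicon A (112 bp, from 48711995 to 48712106) lies in +120/124 and met a peak in NKT replicate 1 alone. Amplicon B (99 bp, from 48720148 to 48720246) lies in +115/116, under a peak of both NKT libraries and of no other library. Amplicon C (92 bp, from 48795222 to 48795313) lies in +40/43 under a peak of both NKT and both ILCP libraries. Amplicon D (100 bp, from 48804707 to 48804806) lies in +31/32 under a peak of both CD4SP and both NKT libraries, and of no ILCP or CLP library. Amplicons E′ (261 bp, from 48814354 to 48814614) and E (192 bp, from 48814592 to 48814783) overlap each other in +21/23, where both ILCP libraries and CLP replicates 2 and 3 had a peak.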

**Supplementary Table 2.** Primers used for Runx1 ChIP-qPCR.

| Primer name       | Primer sequence           |
|-------------------|---------------------------|
| Zbtb16_A_F        | AAGTCATCAGCGGAGTCTTCTC    |
| Zbtb16_A_R        | AAGTATCAGGCCAAGTGAGGTG    |
| Zbtb16_B_F        | ACCCAATAGTGCTGTGAGCTTC    |
| Zbtb16_B_R        | TCTGCCATGAAAGTGAGATGC     |
| Zbtb16_C_F        | CCTCTGCTCAGTGGTTAAGTCG    |
| Zbtb16_C_R        | AGATGCGTGGCCAAGATAGAG     |
| Zbtb16_D_F        | AGGTTTACACATCTCACCACAAGAC |
| Zbtb16_D_R        | CGAGCTTTGAACAGTGGAGAG     |
| Zbtb16_E' _F      | GAGATGCCCAGACAAACTGTG     |
| Zbtb16_E' _R      | TGTGGTTGGATAAAGGAAGCTC    |
| Zbtb16_E_F        | TGAGCTTCCTTTATCCAACCAC    |
| Zbtb16_E_R        | AATGTCTGCAAACCGACAGTG     |
| MyoD1_F           | TGCCATTGAGAGGCAAAGTC      |
| MyoD1_R           | TATTCTCTGAGCCCTCTCATGC    |
| Lekr1_F           | GGCAAGCTGTACACTTTCAGG     |
| Lekr1_R           | AGGGCTAAGATGTAGGTCAGTGG   |
| Ptprc_1_F         | TCTTCTCCTCGCACACTTCTG     |
| Ptprc_1_R         | GTTGCACCATTTGGAAGCTC      |
| Ptprc_2_F         | AAAGACAGGCCAATCCTTCC      |
| Ptprc_2_R         | ACCCGTGGCTTTGTATACTGTG    |
| Gapdh_F           | TCGTCTCTGAACCCCTCTTCC     |
| Gapdh_R           | CAAATCAGCCTCCCTTCTCC      |
| Amhr2_F           | ATTCTCTGCTCCTCCCTTTCTC    |
| Amhr2_R           | TCTGTCCTATCCCGGTCTCTG     |
| $\beta$ -globin_F | GCCATCGTTAAAGGCAGTTATCA   |
| $\beta$ -globin_R | TGCTATCATGGGTAATGCCAAA    |

How the deposited data were processed for this re-analysis (not part of the article)

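Chromatin accessibility was measured by ATAC-seq in CD4SP thymocytes (2 libraries), NKT thymocytes (2 libraries), bone marrow CLP (3 libraries) and bone marrow ILCP (2 libraries), and each library was assigned to its cell type from the sample labels. The authors aligned reads of 50 bp to the mm10 genome with bowtie, allowing 2 mismatches, called peaks with MACS in each library separately, and deposited for each peak its position and a score from the peak caller, without pooling replicates. The lowest score was 120 in every library, and each list held 2 peaks on the mitochondrial chromosome. The paper's text does not name the MACS version or settings, and it does not say whether duplicate reads or problem regions of the genome were removed or whether read ends were shifted for the transposase. The paper's methods give a range of read numbers for its ATAC-seq libraries as a whole, and neither they nor the deposited lists give the number of each library, so the depth per library is unknown, no counting interval could be given for a peak, and scores were compared as ranks within a library and not between libraries. The number of peaks per library, from 19343 to 41535, is the nearest measure of how much was called. The Runx1 chromatin immunoprecipitation library and its input from NKT thymocytes were not analysed here, nor were the results of flow cytometry and qPCR.

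The *Zbtb16* segment was defined as the stretch from the first to the last base of the 8 deleted regions of Supplementary Table 1. Peak starts, counted from 0 in the deposited lists, were converted to positions counted from 1. Peaks of all 9 libraries that overlapped by at least 1 bp were merged into intervals with code written in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and an interval was open in a library when at least 1 bp of it was covered by a peak. An interval was specific to a cell type when it was open in every library of that type and in none of the compared type, with NKT compared with CD4SP and ILCP with CLP. Gene positions, exons and introns came from GENCODE M21 and sequences from the GRCm38.p6 assembly (mm10), read with pysam 0.24.0. Intron 2 is that of the 7-exon transcript of *Zbtb16*, from whose start site distances were counted.

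Means of peak numbers were compared by exact permutation of the library labels within a tissue, and over both tissues by permuting labels within each tissue, all two-sided. Shares of intervals were tested by exact binomial tests against a length share or a genome-wide share, and overlaps of classes by Fisher's exact test, two-sided, in scipy 1.17.1. Neighbouring intervals lie in the same libraries and are not independent replicates. The tests that count intervals, in the segment and across the genome, therefore describe these libraries. Peak calls per region were adjusted by the Benjamini-Hochberg method with statsmodels 0.14.6, over the 8 regions and separately over the 5 sub-regions. Confidence intervals of shares are Wilson 95% intervals and cover counting error only. Runx sites were counted as TGYGGT on both strands and compared with 100000 shuffles of the 730 bp sequence, and across the genome as the share of intervals with at least 1 site in the central 200 bp. The odds ratio of motif presence was also combined over 5 bins of GC content by the Mantel-Haenszel method. Zbtb16 was ranked among 21938 protein-coding genes by the number of specific intervals within the gene extended by 20 kb on each side. The named genes were those the paper names as factors of these lineages or as Runx1 targets, with Il7ra under its annotated name Il7r, and the 5 genes with the most intervals specific to both NKT and ILCP, with ties ordered from the shortest gene. Named regions were the 8 regions, the sub-regions and the 730 bp interval of Supplementary Table 1.

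The classification of intervals and the motif search were tested on simulated data with known answers. All 4 classes were recovered in full (100%, with 0% wrong) among 20000 simulated intervals, and so were the simulated motifs among 2000 sequences. An overlap made with an odds ratio of 5.69 gave back 5.69, and the permutation test gave p at or under 0.05 in 5.1% of 1000 simulated data sets without a difference. The simulated libraries missed no peak of their class, so full recovery of the classes and of the odds ratio followed from the construction. That recovery checks the code and not the accuracy of the classes in the real libraries.

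The comparisons, the rule for named genes and most alternatives were fixed before the data were examined. These alternatives were an equal number of the highest-scoring peaks per library (19343, the number in the smallest library), the higher-scoring 50% of each library's peaks, a segment longer by 25 kb on each side, the gene body, peaks per 10,000 peaks of the library, base pairs covered, blocks by replicate number, peaks covering at least 50% of an interval, intervals open in any replicate, peak midpoints in place of overlaps, other forms of the Runx consensus, Runx sites in the whole interval, gene bodies extended by 5 kb or not extended, intervals more than 1 kb from a start site, and each library left out in turn. The comparison of gaps between neighbouring intervals, with its limits of 3, 2 and 5 kb and its random placements with and without overlap, and the equal number of peaks within the thymus were chosen after the data had been seen. Figures were drawn with matplotlib 3.10.9.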

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

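The tests of the promoter interval and of the thymic libraries alone, and the choice of the promoter interval itself, came after the results had been seen. For the intervals specific to both NKT and ILCP, their number had been seen before the tests of them were written, but not the odds ratios that those tests measure.

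Outside the *Zbtb16* segment, which is the part of the genome that the paper's ATAC-seq results describe, 430 intervals were open in every NKT and ILCP library and in no CD4SP or CLP library. The opposite class, open in every CD4SP and CLP library and in no NKT or ILCP library, had 116, where independent contrasts would give 148 (odds ratio 0.769, Fisher's exact test, two-sided, p = 0.00565). Over the whole genome 432 intervals were specific to both NKT and ILCP, where independent contrasts would give 195 (odds ratio 2.57, Fisher's exact test, two-sided, p = 5.26e-56, with intervals that are not independent replicates). The odds ratio of NKT-specific with CLP-specific intervals was 0.231. The CLP class needs a peak in all 3 CLP libraries, which can keep weak intervals out, so this value does not test a weak signal. If intervals with a variable or weak signal entered every specific class, CD4SP-specific intervals would also be frequent among ILCP-specific ones. The CD4SP class needs 2 libraries, as the NKT class does, and its odds ratio with ILCP-specific intervals was 0.0991. This argues against a weak signal as the whole cause. With an equal number of peaks per library the odds ratio with ILCP-specific intervals was 2.03, so a difference in the number of peaks called does not account for it. It was 1.3 when an interval needed to be open in at least 1 replicate in place of every replicate. The odds ratio was 1.52 without NKT replicate 1 and 1.71 without CD4SP replicate 2, so its size rests in part on these libraries, while it stayed above 1 with each library left out. GC content and the filtering of reads were not tested for this pattern. A programme shared by the PLZF-expressing lineages may contribute, which these data do not test, since NKT and ILCP also differ from CD4SP and CLP in more than PLZF.

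The interval over the start site of *Zbtb16* lies outside the 8 deleted regions and was open in 2 of 2 NKT libraries, in neither CD4SP library, in both ILCP libraries and in 1 of 3 CLP libraries. If NKT libraries had the peak because more peaks were called in them, each would hold more peaks than each CD4SP library. CD4SP replicate 2 held 37909 peaks without one at the promoter, against 34701 in NKT replicate 1, which had one. GC content was not tested for this interval. A link with the expression of *Zbtb16* in NKT and ILCP may be put forward as a hypothesis and was not tested.

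In 46 intervals the difference was specific to NKT in the thymus and to CLP in the bone marrow, and in 17 it was specific to CD4SP in the thymus and to ILCP in the bone marrow. These intervals drew attention because every library of a tissue goes one way and every library of the other tissue the opposite way. The difference between the tissues was not tested. Both numbers are below those that independent contrasts would give, which are 184 and 157. Weak peaks near the calling threshold are a candidate explanation, since 0% of the 63 intervals had their peaks in the higher-scoring 50% of every library that calls them, against 12.5% of the 432 intervals specific to both NKT and ILCP (Fisher's exact test, two-sided, p = 0.000763). The classes differ in the number of libraries this involves. In the 2 thymic libraries alone, which are equal in number, the shares were 6.35% and 18.5% (Fisher's exact test, two-sided, p = 0.0181). A difference between thymus and bone marrow in how these intervals are used stays open, as untested.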

How the results depend on the processing

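Of the values given here, the equal number of peaks within the thymus and the test of gaps, with its other limits and both kinds of random placement, were chosen after the results had been seen. Apart from leaving out libraries, 65 of the comparisons under an alternative kept their direction and their side of the threshold or stayed within the spread, 2 became weaker, 8 stronger, 0 reversed and 12 moved. Among single regions and genes, 66 stayed, 2 became weaker, 1 stronger, 1 reversed and 7 moved. In the smaller designs this says little about stability, since 2 libraries against 2 cannot pass 0.05. Unless the construction of an alternative shows it, the cause of a change was not tested.

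The difference between the PLZF-expressing and control libraries, 14.5 peaks summed over the tissues, stood at an exact permutation p of 0.05. The sum was 9.5 with an equal number of peaks and 7 with the higher-scoring 50% of peaks (exact p = 0.0167 for each), 4.93 per 10,000 peaks and 13818 bp in base pairs covered (exact p = 0.0333 for each). The gene body alone gave 12.2 (exact p = 0.0667). The 8 intervals of the segment specific to NKT became 2 with the equal number and 2 with the higher-scoring 50%, no longer past the threshold. Both settings keep fewer peaks by construction and left CD4SP replicate 2 without a peak in the segment, so their count of 0 for CD4SP was fixed. There were 13 when open in at least 1 NKT replicate. The 4 specific to ILCP became 7 with the equal number. CLP replicate 1 had no peak in the segment with either, so no interval could be specific to CLP in every library, and the test of these counts decides nothing. They became 6 against 4 specific to CLP when open in at least 1 replicate (exact p = 0.0186 against a genome-wide share of 24.7% for ILCP). They were 4 against 1 specific to CLP when CLP-specific intervals needed 2 of 3 CLP libraries (exact p = 0.00975 against a share of 22.1%).

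The number of regions with an adjusted p under 0.05 rose from 0 to 3 when peak midpoints had to lie in the region (lowest adjusted p 0.0444). The regions with an unadjusted p under 0.05 rose from 2 to 3 with midpoints. The added region was +185/191 (exact permutation p = 0.0167, against 0.167 with overlaps). They fell to 1 with the equal number and to 1 with the higher-scoring 50%. The direction at +18/21 was reversed to -0.333 with midpoints, because the ILCP peaks that reach into it have their midpoint in +21/23. The libraries with a peak over the 730 bp interval went from 4 to 2 with the equal number and to 2 with the higher-scoring 50%, which left both ILCP libraries. The Runx sites of that interval passed the threshold as TGTGGT alone (2 sites, permutation p = 0.0415, not adjusted over the forms of the consensus), and with up to 1 mismatch there were 7.

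For *Zbtb16*, the rank by NKT-specific intervals per 100 kb went from 73 to 254 with the gene extended by 5 kb and to 209 with the gene body alone. The rank by number of ILCP-specific intervals went from 36 to 68 with the gene body alone. The rank by intervals specific to both per 100 kb went from 186 to 110 with 5 kb and to 87 with the gene body alone.

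With each library left out in turn, the difference in segment peaks ranged from 9 to 10 for NKT against CD4SP, from 3.5 to 7 for ILCP against CLP and from 13 to 16.5 for their sum. The specific intervals of the segment ranged from 8 to 11 for NKT and from 4 to 6 for ILCP, and the share of them inside the 8 regions from 90 to 91.7%. The odds ratio between NKT-specific and ILCP-specific intervals ranged from 1.52 to 2.56, with the lowest values without NKT replicate 1 (1.52) and without CD4SP replicate 2 (1.71).

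The replicate numbers are shared between cell types, but nothing states that they mark a shared animal or day. Deviations of same-numbered libraries had a correlation of 0.165 across intervals for NKT with CD4SP and of -0.00386 for ILCP with CLP. Each came from 2 pairs. Among intervals open in either library, same-numbered NKT and CD4SP libraries shared 0.661 and 0.698, and differently numbered ones 0.63 and 0.65. For replicates 1 and 2 of ILCP and CLP, the shares were 0.43 and 0.387 against 0.434 and 0.394. The numbers do not establish a pairing, but a batch by replicate number in the thymus is not excluded. With the replicate number as a block, the difference in segment peaks was 9.5 for NKT against CD4SP and 4.5 for ILCP against CLP (exact sign-flip p = 0.5 for each, the smallest that 2 pairs allow), with CLP replicate 3 left out.

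The alternatives that keep fewer peaks gave no share of intron 2 for CD4SP, which had no interval open in both libraries under them. The number of reads is known as a range over the libraries, from the paper's methods, and not for each library, which limits every statement on a missing peak.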

Differences from the paper's values

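The comparison of peak width with the 730 bp interval was chosen after the peaks had been seen. The paper's smallest of the 8 regions is 1 kb, whereas the coordinates of Supplementary Table 1 give 0.545 kb for +115/116. Region lengths do not depend on the peaks, so none of the alternatives set before the data were examined closed the gap. The paper's interval with reads in +21/23 is 730 bp, whereas the mean width of the called ILCP peaks was 1143 bp. It was 1143 bp with an equal number of peaks and with the higher-scoring 50% of peaks as well. Both settings only drop low-scoring peaks and kept both ILCP peaks, so this width could not change under them. None of the alternatives set before the data were examined could therefore test the gap.

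The paper's legend of Fig. 5a describes all reads of +21/23 as lying inside the interval. Both called ILCP peaks extended beyond it, by 110 and 198 bp at its lower end and by 237 and 281 bp at its upper end. Called peaks and read coverage are not the same measure, and coverage was not examined. The start given in that legend is lower than the 48814366 of Supplementary Table 1, which was used.

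The paper counts +21/23 among the accessible regions of the locus to which Runx1 bound in NKT thymocytes. No peak was called over it in either NKT library, while both ILCP libraries and 2 of 3 CLP libraries had one with all peaks. The settings that keep fewer peaks could not add one in NKT. The tracks of Fig. 3a and Fig. 5a, read by eye, show a low signal over it in NKT, so the missing call is not an absence of reads.

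The paper describes the sites of the Runx1 ChIP-qPCR in ILCP as ILCP ATAC-seq regions. Amplicons C, E′ and E lay under a peak of both ILCP libraries, and amplicons A, B and D under no ILCP peak.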

Other observations

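The tests of the number of peaks in NKT at +21/23, of the equal number of peaks within the thymus and of the difference between the 2 tissues were chosen after the results had been seen.

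No peak was called over +21/23 in either NKT library, while both ILCP libraries and 2 of 3 CLP libraries had one. A smaller number of called peaks in NKT is argued against, since the smaller NKT library held 34701 peaks and the larger ILCP library 26328. The calls in CLP may follow from the larger number of peaks in CLP replicates 2 and 3, since 0 CLP libraries had a peak over +21/23 among an equal number of the highest-scoring peaks, with both ILCP peaks still there. The pattern is not confined to this interval. Of 21004 intervals open in both ILCP libraries, 15806 were open in at least 2 CLP libraries, and 2566 of these (16.2%) were open in no thymic library. A lower accessibility of +21/23 in NKT thymocytes, most of which the paper places past the stage at which PLZF is first induced, stays open as untested.

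CLP replicate 1 had no peak in the segment, whereas replicates 2 and 3 had 7 and 2. The smaller number of peaks called in replicate 1 is a candidate explanation, since with an equal number of peaks replicates 2 and 3 lost 100% of theirs. No biological explanation was tested for a difference between replicates.

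The difference in segment peaks between NKT and CD4SP could come from more peaks called in the NKT libraries. The test set for this before its result was seen, an equal number of the highest-scoring peaks in all 9 libraries, left 15.8% of the difference, under the limit that had been set for this explanation. It removed 84% of the NKT segment peaks and 83.3% of the CD4SP ones, so the difference would fall whatever its cause, and the test decides nothing. NKT replicate 1 held fewer peaks than CD4SP replicate 2 and had more of them in the segment, and an equal number of peaks within the 4 thymic libraries (33648), a test chosen after that result had been seen, left 94.7% of the difference. The number of peaks called in NKT relative to CD4SP is therefore argued against as the whole cause. In ILCP against CLP, the equal number over all 9 libraries left 160% of the difference. It removed 100% of the CLP segment peaks and 0% of the ILCP ones. The rise came from CLP falling to 0 and does not measure how large the difference is. The difference between the tissues was 4.5 peaks (exact permutation test within tissues, two-sided, p = 0.517), so the effects in thymus and bone marrow were not shown to differ. A biological difference between the cell types stays open, as do differences in read depth between the libraries, for which the paper gives a range over all of them.

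In both NKT and CD4SP, replicate 2 had a larger share of its peaks on chromosome 11 (6.79% and 6.53%) than replicate 1 (5.57% and 5.25%). GC content is a candidate explanation, since intervals open in replicate 2 alone had a higher median GC than those open in replicate 1 alone, 51.5% against 46.5% in NKT and 51% against 46.5% in CD4SP, a difference of at least 4.5 points. Of the intervals open in replicate 2 alone, 25.2% in NKT lay within 1 kb of a start site, against 8.88% for replicate 1 alone. Both cell types shifted the same way, so a batch shared by same-numbered thymic libraries is not excluded and was not tested. No biological explanation was tested.

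Runx motifs were more frequent in the intervals specific to the PLZF-expressing cells. At least 1 TGYGGT in the central 200 bp was found in 35% of the 3073 NKT-specific intervals (Wilson 95% confidence interval 33.4 to 36.8%) and in 23.2% of the 2470 CD4SP-specific ones (21.6 to 25%), an odds ratio of 1.78 (Fisher's exact test, two-sided, p = 8.24e-22 after Benjamini-Hochberg adjustment over both comparisons). The shares were 53.8% of the 4524 ILCP-specific intervals (52.4 to 55.3%) and 30.2% of the 4266 CLP-specific ones (28.9 to 31.6%), an odds ratio of 2.69 (Fisher's exact test, two-sided, adjusted p = 6.66e-112). GC content as the whole cause is argued against, since the odds ratio over 5 bins of GC was 1.82 (95% confidence interval 1.62 to 2.05) for NKT and 2.65 (2.42 to 2.9) for ILCP. The difference was smaller when the whole interval was searched, with 72% of NKT-specific against 60.9% of CD4SP-specific intervals (odds ratio 1.65) and 82.3% of ILCP-specific against 74.9% of CLP-specific intervals (odds ratio 1.56). A part of Runx factors in opening these intervals may be put forward as a hypothesis, found and tested on the same data, and binding was not measured in them. Other sequence features of the intervals were not tested.

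*Zbtb16* had 8 NKT-specific intervals within 20 kb of the gene, which ranks it 3 among 21938 protein-coding genes, in a tie of 2 genes (rank 73 per 100 kb). It had 4 ILCP-specific intervals, which ranks it 36 in a tie of 48 genes (rank 794 per 100 kb). It had 2 intervals specific to both, which ranks it 3 in a tie of 17 genes, so that 19 genes had at least as many (rank 186 per 100 kb). The first 5 genes were Fgfr2 and Ptprj with 3 such intervals each and Arl14ep, Ccl28 and Gpr151 with 2 each. Arl14ep and Gpr151 had 1 each with the gene extended by 5 kb and 0 with the gene body alone. The counts of Fgfr2, Ptprj, Ccl28 and *Zbtb16* did not change. Fgfr2 is annotated over a stretch from 130162451 to 133123350 on chromosome 7, which leaves room for more intervals than other genes have. Among other genes that the paper names, Nfil3 had 1, and Runx1, Runx3, Cbfb, Il7r, Il2rb, Egr2, Tox, Tcf7, Id2, Gata3 and Tbx21 had 0. The count of Nfil3 was 0 with the gene extended by 5 kb. These ranks have no test.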
